# Induced PTF1a expression in pancreatic ductal adenocarcinoma cells activates acinar gene networks, reduces tumorigenic properties, and sensitizes cells to gemcitabine treatment

**DOI:** 10.1002/1878-0261.12314

**Published:** 2018-05-21

**Authors:** Brad L. Jakubison, Patrick G. Schweickert, Sarah E. Moser, Yi Yang, Hongyu Gao, Kathleen Scully, Pamela Itkin‐Ansari, Yunlong Liu, Stephen F. Konieczny

**Keywords:** ABC transporters, bHLH, exocrine pancreas, MIST1, PDAC, transcription

## Abstract

Pancreatic acinar cells synthesize, package, and secrete digestive enzymes into the duodenum to aid in nutrient absorption and meet metabolic demands. When exposed to cellular stresses and insults, acinar cells undergo a dedifferentiation process termed acinar–ductal metaplasia (ADM). ADM lesions with oncogenic mutations eventually give rise to pancreatic ductal adenocarcinoma (PDAC). In healthy pancreata, the basic helix‐loop‐helix (bHLH) factors MIST1 and PTF1a coordinate an acinar‐specific transcription network that maintains the highly developed differentiation status of the cells, protecting the pancreas from undergoing a transformative process. However, when *MIST1* and *PTF1a* gene expression is silenced, cells are more prone to progress to PDAC. In this study, we tested whether induced *MIST1* or *PTF1a* expression in PDAC cells could (i) re‐establish the transcriptional program of differentiated acinar cells and (ii) simultaneously reduce tumor cell properties. As predicted, PTF1a induced gene expression of digestive enzymes and acinar‐specific transcription factors, while MIST1 induced gene expression of vesicle trafficking molecules as well as activation of unfolded protein response components, all of which are essential to handle the high protein production load that is characteristic of acinar cells. Importantly, induction of PTF1a in PDAC also influenced cancer‐associated properties, leading to a decrease in cell proliferation, cancer stem cell numbers, and repression of key ATP‐binding cassette efflux transporters resulting in heightened sensitivity to gemcitabine. Thus, activation of pancreatic bHLH transcription factors rescues the acinar gene program and decreases tumorigenic properties in pancreatic cancer cells, offering unique opportunities to develop novel therapeutic intervention strategies for this deadly disease.

**Abbreviations**
ABC: ATP‐binding cassette
ADM: acinar–ductal metaplasia
bHLH: basic helix‐loop‐helix
CSC: cancer stem cell
DEG: differentially expressed gene
Dox: doxycycline
GSEA: Gene Set Enrichment Analysis
IC_50_: half‐maximal inhibitory concentration
IHC: immunohistochemistry
IPA: ingenuity pathway analysis
KEGG: Kyoto encyclopedia of genes and genomes
KPC: Cre recombinase‐driven LSL‐Kras^G12D^; LSL‐Trp53^R172H^ mouse model
PanIN: pancreatic intraepithelial neoplasia
PDAC: pancreatic ductal adenocarcinoma
UPR: unfolded protein response

## 1 Introduction

Pancreatic ductal adenocarcinoma (PDAC) is a dismal disease with a 5‐year survival rate of 8% (American Cancer Society, 2017). Even more alarming is the minimal progress that has been made to improve patient outcome over the past 30 years. Current efforts to treat this disease revolve around the use of gemcitabine – a nucleoside analog; FOLFIRINOX – a combinatorial drug regimen; and erlotinib – a tyrosine kinase inhibitor of the epidermal growth factor receptor (Conroy *et al*., 2011; Moore *et al*., 2007; Réjiba *et al*., 2009). Unfortunately, these and other agents have produced only marginal results in increasing life expectancy (American Cancer Society, 2017; Heinemann *et al*., 2000). Combined with issues regarding the availability of early diagnostic tools, it is clear that alternative strategies that look toward comprehensive networks are needed to more efficiently treat patients.

The formation of pancreatic tumors requires a sequence of oncogenic and tumor suppressor insults to drive healthy acinar cells toward a proliferative, dysregulated tumor cell phenotype (Bryant *et al*., 2014; Hruban *et al*., 2000; Pasca *et al*., 2006; Witkiewicz *et al*., 2015). Oncogenic *KRAS* is thought to be the primary driver of PDAC and readily transforms cells that have undergone acinar–ductal metaplasia (ADM), resulting in a dedifferentiated state where the proacinar basic helix‐loop‐helix (bHLH) transcription factor genes *MIST1* and *PTF1a* are transcriptionally silenced (Adell *et al*., 2000; Day *et al*., 1996; Krah *et al*., 2015; Rodolosse *et al*., 2004; Guanglu Shi *et al*., 2009; Zhu *et al*., 2007). In healthy pancreata, MIST1 facilitates cell‐to‐cell communication, promotes acinar cell polarity, controls Ca^2+^ flux, promotes unfolded protein response (UPR) homeostasis, aids in vesicle assembly, and is required for regulated exocytosis (Direnzo *et al*., 2012; Garside *et al*., 2010; Hess *et al*., 2016; Jia *et al*., 2008; Rukstalis *et al*., 2003). PTF1a is necessary for pancreatic organogenesis and maintenance of gene expression networks associated with the production of a vast array of digestive hydrolases (Beres *et al*., 2006; Direnzo *et al*., 2012; Garside *et al*., 2010; Hess *et al*., 2016; Jia, 2008; Jiang *et al*., 2016; Masui *et al*., 2007). Importantly, both MIST1 and PTF1a negatively regulate cell cycle progression by inducing *p21* ^*CIP1/WAF1*^ expression (Jia *et al*., 2008; Rodolosse *et al*., 2004).

Silencing of the *MIST1* or *PTF1a* genes results in significant changes to acinar cells, leading to widespread failure to appropriately synthesize and secrete digestive enzymes, maintain proper apical–basal polarity, and retain essential gap junctions that permit intercellular communication (Direnzo *et al*., 2012; Jiang *et al*., 2016; Krah *et al*., 2015; Murtaugh and Leach, 2007). In normal pancreata, the silencing of *MIST1* and *PTF1a* during injury permits transient acinar cell regeneration, allowing the exocrine organ to recover from damage (Karki *et al*., 2015; Krah *et al*., 2015). However, in conditions where oncogenic insults have accrued, the process promotes tumorigenesis. Importantly, loss of these transcription factors is instrumental in the progression of pancreatic disease states. *MIST1*‐null (*MIST1* ^*KO*^) acinar cells with activated *Kras* mutations greatly accelerate the formation of precancerous pancreatic intraepithelial neoplasia (PanIN) lesions (Shi *et al*., 2009, 2013). Conversely, forced expression of MIST1 prevents this increased rate of KRAS‐induced transformation (Shi *et al*., 2013). Additionally, recent work has shown that disruption of the bHLH:HLH axis in PDAC cells through forced expression of E47 leads to accumulation of MIST1, decreased cellular proliferation, and reduction in tumor formation (Kim *et al*., 2015). Similar results have been observed with PTF1a where loss of PTF1a potentiates the development of ADM and PanIN lesions as the cells no longer maintain expression of the acinar gene program (Campos *et al*., 2013; Kondratyeva *et al*., 2017; Krah *et al*., 2015). Thus, MIST1 and PTF1a protect acinar cells against the development of the earliest stages of pancreatic cancer.

Given the importance of bHLH factors to normal cellular function, we hypothesized that induced expression of the acinar‐specific bHLH differentiation factors MIST1 and PTF1a in PDAC cells would result in stimulation of the acinar gene network and decreased tumorigenic potential. Indeed, doxycycline‐inducible MIST1 and PTF1a retained transcriptional activity in PDAC cells. MIST1 induced expression of the vesicle trafficking genes *RAB26* and *RAB3D* as well as genes associated with the UPR, whereas PTF1a induced key acinar transcription factors and an array of digestive enzyme genes. Forced expression of PTF1a also resulted in decreased tumor‐associated gene expression profiles which led to decreased cell proliferation, decreased pancreatic cancer stem cells (CSCs), and a significant increase in sensitivity toward gemcitabine treatment. Together, these studies promote the concept that strategies to induce an acinar differentiation program in PDAC tumor cells may have high efficacy in reversing the aggressive nature of this disease.

## 2 Materials and methods

### 2.1 Plasmid constructs

The open reading frames of mouse PTF1a^myc^ and rat MIST1^myc^ were cloned into the Tet‐One™ plasmid (Clontech Laboratories, Inc., Mountain View, CA, USA) by standard procedures. Pgl3 RBPJ‐L (gift from Raymond McDonald) and TA‐E‐Box‐Luc reporters have been previously described (Masui *et al*., 2007; Tran *et al*., 2007).

### 2.2 Cell culture

The KC mouse line was generated from *elastase‐CreER, LSL‐Kras* ^*G12D/+*^ PDAC tumors, while KPC1 and KPC2 lines were generated from *elastase‐CreER, LSL‐Kras* ^*G12D/+*^ *, Tpr53* ^*R172H/+*^ PDAC tumors (Y. Yang & S. F. Konieczny, unpublished data). KC, KPC1, KPC2, and Panc‐1 cells (ATCC) were cultured in high‐glucose Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% FBS, 1% penicillin/streptomycin at 5% CO_2_, 37 °C. Cells were transfected with the empty Tet‐One, Tet‐PTF1a^myc^, and Tet‐MIST1^myc^ plasmids using X‐tremeGENE 9 (Cat. 06365787001, Roche, Indianapolis, IN, USA), and stable transformants were selected for growth in 3.0 μg·mL^−1^ puromycin for a period of two weeks. Individual Panc‐1 Tet‐One, Panc‐1 Tet‐PTF1a, and Panc‐1 Tet‐MIST1 clones were screened for appropriate doxycycline induction of PTF1a and MIST1 expression, respectively, using 1 μg·mL^−1^ doxycycline hyclate (Cat. D3447, Sigma, St. Louis, MO, USA) for a period of 72 h unless otherwise stated. Doxycycline was replaced every 48 h along with fresh media. All cell lines were genetically authenticated by the American Type Culture Collection and pathogen‐tested by IDEXX Laboratories.

### 2.3 RNA‐Seq analysis

Four biological replicates of Panc‐1 Tet‐MIST1, Tet‐PTF1a, and control Tet‐One cells were incubated with or without 1 μg·mL^−1^ doxycycline for a period of 72 h, followed by RNA isolation using the Qiagen miRNeasy extraction kit (Cat. 217004, Qiagen, Hilden, Germany). Illumina HiSeq 4000 sequencing was used to generate 50M paired‐end reads per sample, and reads were aligned to human reference genome hg19 using TopHat. A filter of > 0.5 counts per million reads (roughly equivalent to 10 reads) in at least four samples was implemented prior to determining gene expression using edgeR (Robinson *et al*., 2010). Genes with an FDR < 0.05 were considered differentially expressed with no additional filter for fold change. Differentially expressed genes (DEGs) were analyzed using functional enrichment analysis with ingenuity pathway analysis software (Ingenuity Systems, Inc., Redwood City, CA, USA) and Gene Set Enrichment Analysis (GSEA, Broad Institute, Cambridge, MA, USA). The GSEA pancreatic CSC marker list was curated using published pancreatic stem cell markers (Dalla Pozza *et al*., 2015; Kure *et al*., 2012; Li *et al*., 2007). Kyoto encyclopedia of genes and genomes (KEGG) pathway analysis (Kanehisa and Goto, 2000) was also performed independently on the induced and repressed DEGs.

AME from meme suite v4.12.0 was used to determine the enrichment of PTF1a and MIST1 motifs within the promoter regions of DEGs (McLeay and Bailey, 2010). Promoter regions were defined as −1000 to +100 base pairs from the TSS. Promoter sequences were retrieved from genome build hg19 using BEDTools v.2.27.1 (Quinlan and Hall, 2010). PTF1a motifs containing an E box and TC box separated by either one or two helical turns midpoint to midpoint, as described previously, were used as input motifs (Cockell *et al*., 1989; Rose and MacDonald, 1997; Thompson *et al*., 2012) for analysis of the Tet‐PTF1a dataset. GC and TC E box motifs were used as motif inputs for analysis of the Tet‐MIST1 dataset. Additionally, *de novo* motif discovery was performed using homer v4.8 (Salk Institute, San Diego, CA, USA) (Heinz *et al*., 2010). For all motif analyses, induced and repressed genes were analyzed independently.

For comparison of the RNA‐Seq results to published ChIP‐Seqs of PTF1a (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE86262) and MIST1 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE86289), previously called peaks were first downloaded from GEO (http://www.ncbi.nlm.nih.gov/geo/). great v3.0.0 software (McLean *et al*., 2010) was then used, with a limitation on distal associations of up to 20 kb, to determine what genes were associated with ChIP‐Seq peaks. Because the ChIP‐Seq experiments were performed on mouse samples while the RNA‐Seqs were generated from human cells, genes with ChIP‐Seq peaks were first converted to human orthologs using Ensembl BioMart and then examined to determine overlaps between datasets.

### 2.4 Immunofluorescence microscopy

Pancreatic tissue sections were processed as previously described (Karki *et al*., 2015). Panc‐1 cells were fixed in 10% neutral buffered formalin, washed with PBS, and permeabilized with 0.3% Triton X‐100 in PBS. Cells were incubated for 1 h at RT with the following primary antibodies: CPA1 (1 : 100, cat. 131901; BD Biosciences, San Jose, CA, USA), PRSS2 (1:100, cat. sab1400226; Sigma), MIST1 (1 : 500, in‐house affinity‐purified antibody), MYC (1 : 500, cat. 9E10; Developmental Hybridoma Bank, Iowa City, IA, USA), and PTF1a (1 : 2000, gift from Chris Wright). Samples were incubated for 1 h with a 1 : 200 dilution of goat anti‐mouse or goat anti‐rabbit secondary antibody conjugated to biotin followed by a 5‐min incubation with Avidin–Alexa Fluor 488 (Cat. S11223, Invitrogen, Carlsbad, CA, USA) or Avidin–Alexa Fluor 594 (Cat. S11227, Invitrogen). Nuclei were counterstained using Vectashield hard mount with DAPI (Cat. H‐1500, Vector Labs, Burlingame, CA, USA). A full listing of antibodies used in this study is provided in Table S1.

### 2.5 Real‐time qPCR analysis

Total RNA was extracted using the RNeasy Mini Kit (Cat. 217004, Qiagen). cDNA was synthesized (1 μg per sample) using the iScript cDNA synthesis kit (Cat. 1708891, Bio‐Rad, Hercules, CA, USA). Quantitative RT‐PCR was performed on a Roche LightCycler 96 System with SYBR Green (Cat. 04913850001, Roche). Human pancreas RNA used for RT‐qPCR analysis was obtained from Life Technologies (Cat. AM7954, lot 1908572, Carlsbad, CA, USA). All amplicons were sequenced at the Purdue University Sequencing Core to verify correct targets. Gene expression was normalized to 18S rRNA. Primer sequences are provided in Table S2. Three to six biological replicates were performed with two technical replicates for each assay. Data were analyzed using the delta‐delta CT method to determine fold change differences.

### 2.6 Flow cytometry

Panc‐1 Tet‐One, Tet‐MIST1, and Tet‐PTF1a cells were dosed with 1 μg·mL^−1^ doxycycline and incubated at 5% CO_2_, 37 °C. The medium was changed after 48 h, and cells were harvested at 72 h. Cells were pelleted, washed, and incubated with blocking antibody CD16/32 (Cat. 2.4G2, BD Pharmingen, Franklin Lakes, NJ, USA), washed twice with PBS, and then incubated with FITC‐conjugated mouse anti‐human CD24 (1 : 100, Cat. 560992; BD Biosciences) and Cy5‐conjugated CD44 (1 : 100, Cat. 553135; BD Biosciences) for 30 min at 4 °C. Cells were analyzed for coexpression of CD24 and CD44 antigens using the BD Fortessa Cell Analyzer in the Purdue University Bindley Biosciences Flow Cytometry Core. Gates were set using a no‐antibody control. Assays were performed with a minimum of three biological replicates.

### 2.7 Immunoblotting

Cells were treated for 72 h with 1 μg·mL^−1^ doxycycline unless otherwise stated. Protein lysates were harvested using standard RIPA buffer containing sodium vanadate (Cat. 450253; Sigma) as well as protease inhibitors (Cat. COEDTAF‐RO; Roche) and phosphatase inhibitors (Cat. P5726 and P0044; Roche) and sonicated using a Vibra Cell Sonicator. Wild‐type pancreata and tumor tissues were harvested in RIPA as above, homogenized using a Tissue Tearor (model 985370) and sonicated using a Vibra Cell Sonicator. Membranes were incubated for 1 h at room temperature with primary antibodies to Myc (1 : 500, Cat. 9E10; Developmental Hybridoma Bank), α/β HSP90 (1 : 5000, Cat. SC‐7947; Santa Cruz, Santa Cruz, CA, USA), MIST1 (1 : 1000, in‐house affinity‐purified antibody), PTF1a (1 : 4000, gift from Chris Wright), and SOX9 (1 : 3000, Cat. ab5535; Millipore, Burlington, MA, USA) for 1 h. Immunoblots were washed and blotted with HRP‐conjugated anti‐mouse and anti‐rabbit secondary antibodies (1 : 5000, Cat. BA‐1000; Vector Labs). Peroxidase reactions were performed using ECL (Cat. 32106; Thermo Scientific, Waltham, MA, USA).

### 2.8 Soft agar assays

Soft agar colony formation assays were performed using 5000 cells in 0.4% agar on a base layer of 0.5% agar in DMEM. Cells were dosed immediately with doxycycline and were allowed to grow for 21 days. Colonies were stained using 0.005% crystal violet. The number of colonies was counted using imagej software (NIH, Bethesda, MD, USA) where clusters of cells 60 μm^2^ or greater were considered an individual colony. Three to six biological replicates were performed for each cell line. Protein was harvested from colonies as stated above, where the agar was first minced and softened via heat, and then, cells were filtered through a cell strainer to remove agar. Cells were lysed using standard RIPA buffer.

### 2.9 Orthotopic tumor assays

NSG (NOD.Cg‐*Prkdc* ^*scid*^ *Il2rg* ^*tm1Wjl*^/SzJ) or NRG (NOD.*Cg‐Rag1* ^*tm1Mom*^ *Il2rg* ^*tm1Wjl*^/SzJ) mice 8–20 weeks old were injected with 5.0 × 10^5^ cells in 20 μL PBS directly into the pancreas. Incisions were healed using sutures on the intraperitoneal cavity and staples to mend the skin wound. Mice were given acidified water and experimental mice were provided with gamma‐irradiated doxycycline chow replaced every 6 days (Cat. TD 08541, Envigo Laboratories, Madison, WI, USA). In some instances, mice were treated with gemcitabine (Cat. G6423; Sigma) where animals were IP injected with 25 mg·kg^−1^ every 3 days for 14 days. Each experimental group/time point consisted of 12–14 mice. All animal studies were conducted in strict compliance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health and the Purdue University IACUC guidelines (Protocol Approval 1110000037).

### 2.10 Cell viability assays

Cell viability was assessed using the MTT assay (Cat. 11465007001, Roche). Panc‐1 Tet‐One, Tet‐MIST1, and Tet‐PTF1a cells were seeded at 5000 cells per well in 100 μL hgDMEM in a 96‐well plate. Cells were allowed to adhere for 4 h and then dosed with 2 μg·mL^−1^ doxycycline in 100 μL to bring the final concentration to 1 μg·mL^−1^ doxycycline. Twenty‐four hours postseeding, cells were dosed with increasing concentrations of gemcitabine from 1.0** **×** **10^−10^ to 1.0** **×** **10^−3^ m. Seventy‐two hours post‐gemcitabine treatment, 10 μL MTT was added to each well for a 4‐h period. Formazan was then solubilized using 100 μL solubilization reagent. Formazan product was measured at 560 nm in a 96‐well plate reader. GraphPad Prism was used to plot the data and calculate the log‐dose vs. response and the IC_50_ of each group. Four biological replicates were used for each data point.

### 2.11 Statistical analysis

Statistical significance was determined using unpaired one‐tailed *t*‐tests. In instances where samples displayed unequal variance (based on an *F*‐test), Welch's correction was applied. All *P*‐values ≤ 0.05 were considered statistically significant. Error bars represent the standard error of the mean. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001.

### 2.12 Data accessibility

RNA‐Seq data have been deposited in the NCBI GEO database under accession number https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE106290.

## 3 Results

### 3.1 MIST1 and PTF1a loci are silenced early in the development of pancreatic cancer

A hallmark of PDAC is a dramatic shift in pancreas tissue architecture and gene expression. During tumorigenesis in mouse models of PDAC, quiescent acinar cells that synthesize and secrete large quantities of digestive hydrolases convert into tumor epithelial cells that acquire a duct‐like phenotype and activate genes normally associated with the ductal epithelium (Murtaugh and Leach, 2007; Storz, 2017; Wang *et al*., 2009). For example, in the *KPC* mouse model of PDAC (induced by acinar‐specific *Kras* ^*G12D*^ and *Trp53* ^*R172H*^ mutations), acinar cells transition into pancreatic intraepithelial neoplasia lesions (PanIN) that progress to PDAC (Habbe *et al*., 2008; Hruban *et al*., 2000; Murtaugh and Leach, 2007). During this transition, acinar‐specific genes (e.g., *AMYLASE*) become silenced, while ductal‐specific genes (e.g., *KERATIN19*) are rapidly induced (Fig. 1A) (Jonckheere *et al*., 2010; Karki *et al*., 2015). Driving these changes are key duct‐restricted transcription factors such as SOX9 (Fig. 1A) (Jacquemin *et al*., 2000; Kopp *et al*., 2012). Importantly, the silencing of two critical acinar‐restricted transcription factor genes – *MIST1* and *PTF1a* – is a common feature of PDAC tumors (Adell *et al*., 2000; Zhu *et al*., 2007) (Fig. 1B). Indeed, silencing *MIST1* and *PTF1a* loci is an early event as mouse ADM and PanIN lesions no longer accumulate MIST1 and PTF1a proteins when acinar cells transition toward a transformed phenotype (Fig. 1C). A similar loss of MIST1 and PTF1a proteins is observed in murine PDAC cell lines derived from *KC* and *KPC* mice (KC, KPC1, KPC2) as well as from human PDAC tumors (BxPC‐3, Panc‐1, MiaPaCa‐2) (Fig. 1D). Together, these results highlight a significant feature of acinar‐derived PDAC – silencing of the acinar transcription factor genes *MIST1* and *PTF1a*.

**Figure 1:**
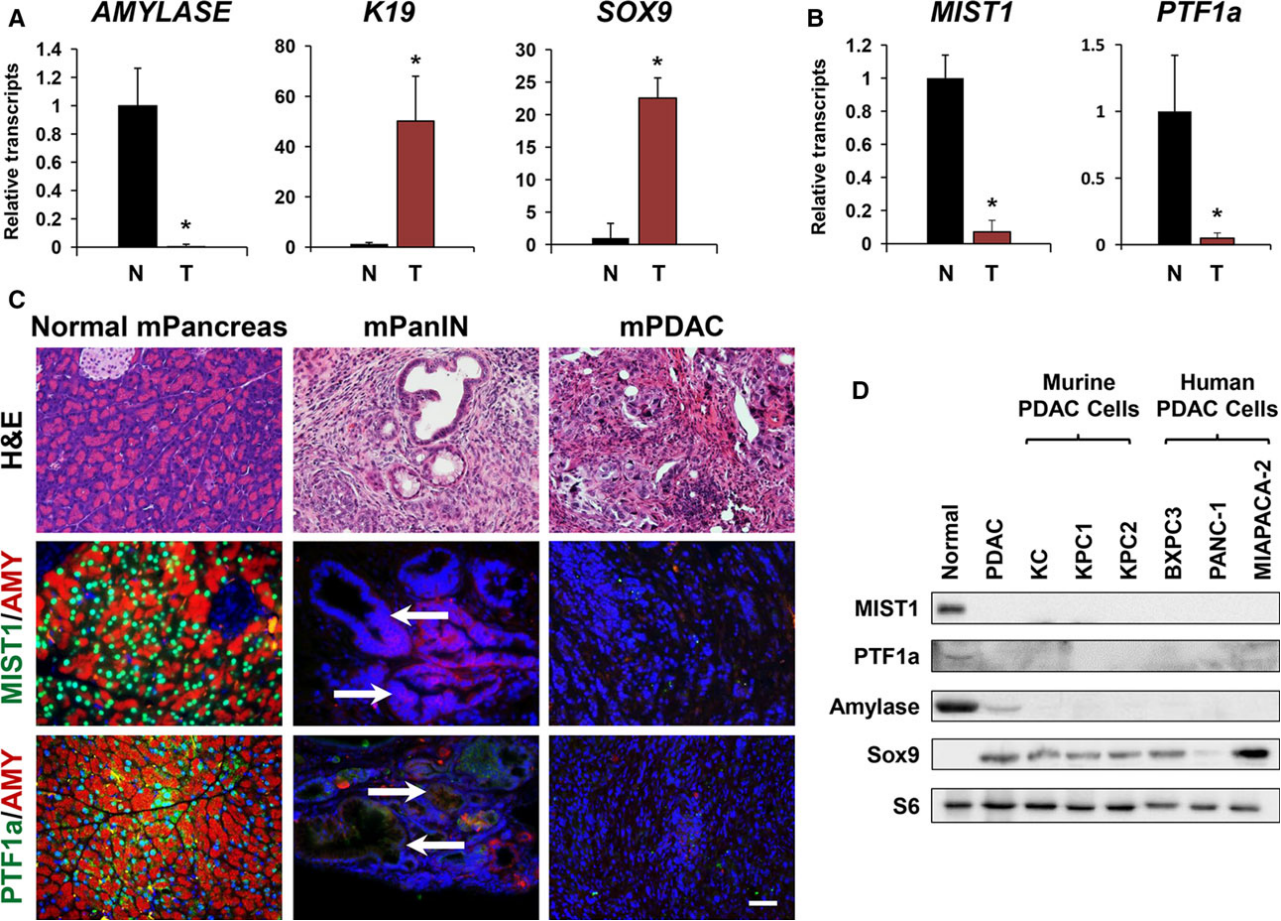
MIST1 and PTF1a expression in pancreatic cancer. (A) RT‐qPCR analysis of healthy adult murine pancreata (N) compared to murine KPC PDAC tumors (T). *Amylase*, a pancreatic acinar marker, is not expressed in PDAC tissue. Conversely, PDAC tissue has elevated transcript levels of the ductal genes *K19* and *SOX9* (*n* = 3 mice per data point). (B) *MIST1* and *PTF1a* transcripts are lost in KPC PDAC tumors (*n* = 3 mice per data point). (C) Tissue from KPC tumors stained with AMYLASE and MIST1 or AMYLASE and PTF1a. MIST1 and PTF1a are localized in the nuclei of normal acinar cells, but there is no protein detected in acinar‐derived PanIN (white arrows) and PDAC tissues (scale bar = 50 μm). Normal pancreas tissue is from 5‐month‐old control mice, PanIN tissue is from 11‐week‐old mice (21 days post‐tamoxifen), and PDAC tumors are from 5‐month‐old mice (4.1 months post‐tamoxifen). All histology is representative from 3 to 5 mice per disease state. (D) Immunoblot analysis of healthy adult murine pancreata compared to KPC PDAC tissue and a panel of mouse and human pancreatic cancer cell lines. MIST1 and PTF1a proteins are detected in normal pancreas tissue but lost in PDAC and all pancreatic cancer cell lines. *P ≤ 0.05.

### 3.2 Generation of MIST1‐ and PTF1a‐induced Panc‐1 cell lines

Given the dramatic repression of *MIST1* and *PTF1a* expression in PDAC, we asked whether these key acinar bHLH factors could retain functional transcriptional activity in the context of a transformed PDAC cell. If transcriptional activity could be restored, we speculated that induced MIST1 or PTF1a might drive PDAC cells toward their original acinar‐like state. To test this hypothesis, we took advantage of a bidirectional inducible vector (Tet‐One) in which *MIST1* ^*myc*^ or *PTF1a* ^*my*c^ cDNA were inserted downstream of a tetracycline‐regulated promoter (Fig. S1A). Tet‐MIST1 and Tet‐PTF1a transgenes were introduced into human PDAC Panc‐1 cells, and transgene expression was activated by incubation of stable cell lines with doxycycline (Dox). As expected, MIST1 and PTF1a proteins were not detected in untreated cells (Fig. S1B,C). However, by 4 h post‐Dox addition, prominent MIST1 and PTF1a proteins were readily observed in the corresponding Tet‐MIST1 and Tet‐PTF1a lines, with maximal expression occurring by 24 h post‐Dox treatment (Fig. S1B,C). This level of expression remained stable in the presence of Dox for at least 21 days, the longest time examined (data not shown). Immunofluorescence analysis confirmed that greater than 85% of the Panc‐1 Tet‐MIST1 and Tet‐PTF1a cells expressed their respective proteins (Fig. S1B,C). Additionally, both factors exhibited transcriptional activity as each line activated specific target reporter genes (Fig. S1B,C).

### 3.3 MIST1 and PTF1a activate their respective acinar gene programs in PDAC cells

To verify that the Panc‐1 Tet‐MIST1 and Tet‐PTF1a lines respond to activation of these key transcription factors, we examined the response of known MIST1 and PTF1a gene targets in the Panc‐1 cells treated with Dox, where the cells failed to exhibit any overt morphological changes upon Dox treatment (Fig. 2A). MIST1 is responsible for organizing acinar cell structure and regulated exocytosis, and part of this function is to activate expression of individual *RAB* genes to facilitate organelle and zymogen granule movement (Hou *et al*., 2015; Tian *et al*., 2010). As shown in Fig. 2B, MIST1 readily induced expression of *RAB3D* and *RAB26*, whereas induced PTF1a had no effect on these genes. Likewise, MIST1 promoted expression of the MIST1 target genes associated with the UPR pathway, including *SEC61b*,* SEC62*,* SEC63*,* PERK*, and *DNAJc1* (Fig. 2B) (Direnzo *et al*., 2012; Hess *et al*., 2011, 2016). Importantly, these data suggest that MIST1 can access target gene promoters in pancreatic cancer cells despite the inherent mutations, genomic instability, and altered epigenetic marks that are associated with these transformed cells (Deer *et al*., 2010; Fazio *et al*., 2017; Mehmood *et al*., 2014; Pin *et al*., 2015; Tan *et al*., 2009).

**Figure 2:**
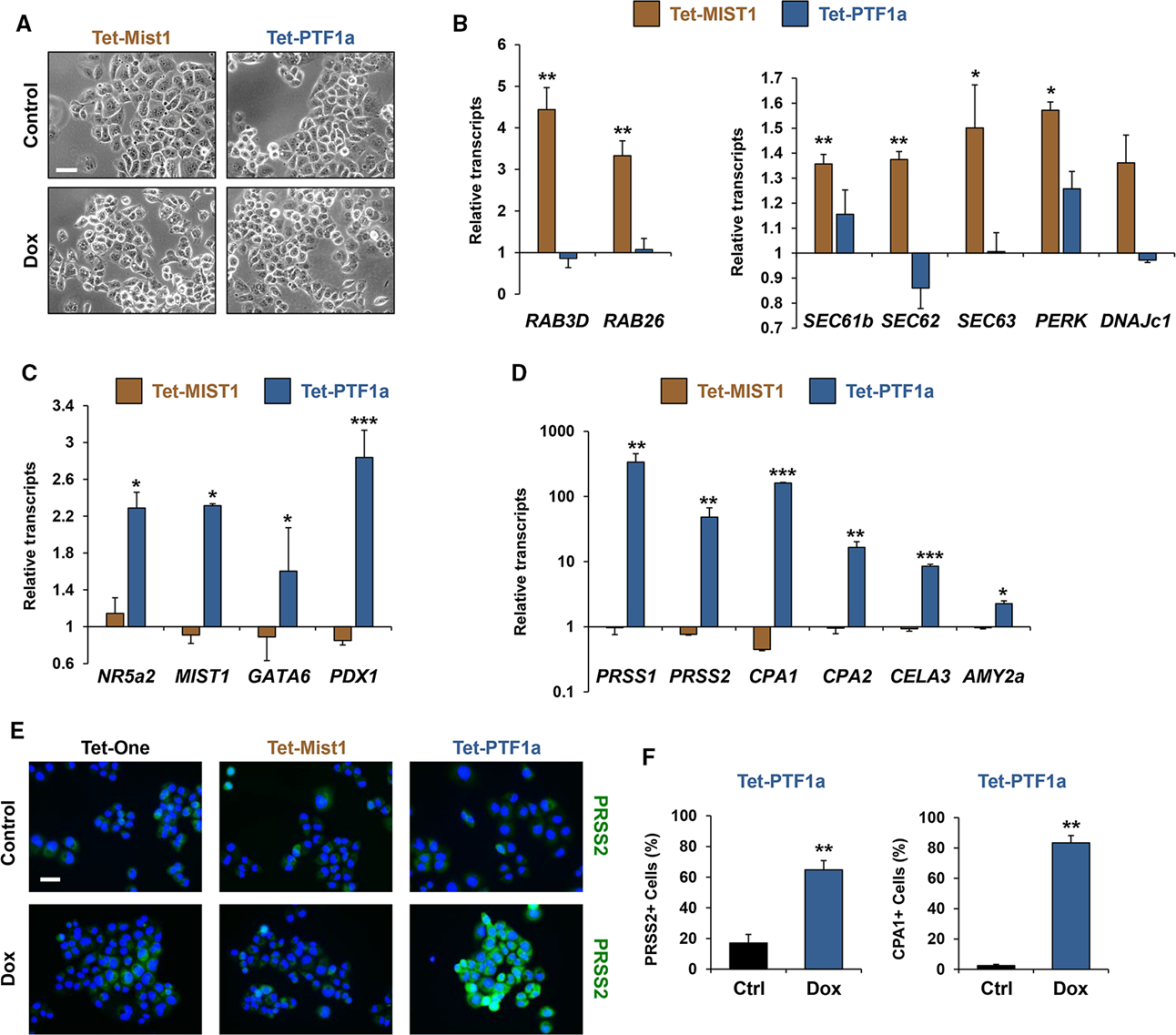
MIST1 and PTF1a activate known target genes in PDAC cells. (A) Phase contrast images of Panc‐1 Tet‐MIST1 and Tet‐PTF1a cells ± Dox (scale bar = 50 μm). (B) RT‐qPCR analysis of Panc‐1 Tet‐MIST1 and Tet‐PTF1a cells. Data are normalized to the same cell lines without doxycycline treatment and displayed as fold induction. MIST1 vesicle trafficking target genes *RAB3D* and *RAB26* and ER chaperones *SEC61b, SEC62, SEC63, PERK,* and *DNAJc1* are induced upon MIST1 expression. (C) Expression of acinar transcription factors *NR5a2, MIST1, GATA6, and PDX1* is induced in PDAC cells upon PTF1a induction. (D) Pancreas digestive enzymes *PRSS1, PRSS2, CPA1, CPA2, CELA3b,* and *AMY2a* transcripts accumulate upon PTF1a expression. (E) Trypsinogen (PRSS2) staining of Panc‐1 Tet‐One, Tet‐MIST1, and Tet‐PTF1a cells 72 h post‐doxycycline treatment (scale bar = 50 μm). (F) Percentage of Tet‐PTF1a cells expressing PRSS2 or carboxypeptidase (CPA1) upon doxycycline treatment. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001.

A similar response was observed in the Panc‐1 Tet‐PTF1a cells. PTF1a is a master regulator of acinar cell development and as such orchestrates expression of key acinar transcription factors including *NR5a2*,* RBPJL, GATA6*, and *PDX1* (Jiang *et al*., 2016; Krah *et al*., 2015; Thompson *et al*., 2012; Topno *et al*., 2017). As predicted, induced PTF1a in Panc‐1 cells produced significant increases in the downstream transcription factors *NR5a2*,* MIST1*,* GATA6*, and *PDX1* (Fig. 2C). In contrast, induced MIST1 expression failed to influence expression of this gene set. We next examined downstream hydrolase genes to determine whether they were similarly influenced by induced PTF1a expression. Although MIST1 failed to induce expression of this gene set, PTF1a readily activated expression of a large number of digestive enzyme genes including trypsinogens (*PRSS1*,* PRSS2*), carboxypeptidases (*CPA1*,* CPA2*), elastase (*CELA3*), and amylase (*AMY2a)* (Fig. 2D). Importantly, the response to induced PTF1a was also observed when cells were stained for PRSS2 and CPA1 protein, where up to 83% of the cells accumulated digestive enzymes (Fig. 2E,F). In contrast, control Tet‐One and Tet‐MIST1 cells failed to show evidence of PRSS2 and CPA1 protein output (Fig. 2E). In all cases, Tet‐MIST1 and Tet‐PTF1a and their respective target genes responded to Dox in a dose‐dependent fashion with maximal levels of products obtained with 1 μg·mL^−1^ Dox treatment (Fig. S1D,E).

Given the induced expression of MIST1 and PTF1a gene targets in human Panc‐1 cells, we next asked how Panc‐1 expression levels compared to gene transcript levels in human pancreas samples. Several RT‐qPCR analyses were performed, comparing Panc‐1 Tet‐MIST1 ± Dox, Panc‐1 Tet‐PTF1a ± Dox, and human pancreas RNA. As shown in Fig. S2A,B, most of the induced genes in Panc‐1 Tet‐MIST1 and Tet‐PTF1a cells were expressed to 20–40% levels of human pancreatic acinar cells, a remarkably robust response considering that the Panc‐1 line is a well‐established PDAC model. The only exception was that Tet‐PTF1a cells expressed significantly lower levels of digestive hydrolase genes (*PRSS1*,* CPA1*) when compared to intact pancreata. This is an interesting finding which suggests that although PTF1a can activate aspects of the PTF1a transcriptome in human PDAC cells, there remain limitations to the robustness of the responses. Indeed, it is possible that PTF1a primarily activates pancreas progenitor genes (e.g., *NR5a2*,* PDX1*) but not classic differentiation genes (e.g., *PRSS1*) to the maximal levels found in patient pancreata.

We next examined whether the ability of PDAC cells to respond to Tet‐MIST1 and Tet‐PTF1a was unique and/or restricted to only Panc‐1 cells. For these studies, we generated new Tet‐MIST1 and Tet‐PTF1a lines using human BxPC‐3 PDAC cells and mouse KPC PDAC cells that were derived by activating mutations in adult acinar cells. As predicted, BxPC‐3 and KPC cells activated expression of the corresponding MIST1 and PTF1a target genes only in the presence of Dox (Fig. S3A,B) in an analogous fashion as shown for Panc‐1 cells. Thus, expression of MIST1 and PTF1a leads to universal cell responses. Together, these data reveal that PTF1a and MIST1 retain functional capacity in pancreatic cancer cells and can activate their respective transcriptional networks, providing evidence that genes involved in acinar development can be reactivated in human and mouse PDAC cells.

### 3.4 MIST1 and PTF1a promote similar but distinct acinar‐associated pathways in PDAC cells

MIST1 and PTF1a retain functional activity in the context of PDAC cells as they each promote expression of their known pancreatic acinar gene networks. To obtain a broader profile of the effects of induced expression of MIST1 and PTF1a in PDAC, RNA‐Seq studies were conducted on Panc‐1 Tet‐One, Tet‐MIST1, and Tet‐PTF1a cells ±Dox treatment (Fig. 3A). 

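Panc-1 is an established line from a human pancreatic ductal carcinoma, and the 3 derived lines carried the empty Tet-One plasmid or the plasmid with the rat MIST1 or the mouse PTF1a open reading frame. Each line gave 4 replicate libraries without Dox (Control) and 4 replicate libraries after 72 h in 1 µg/ml Dox, 24 libraries in all. Tet-One and Tet-PTF1a cells were at passage 32 and Tet-MIST1 cells at passage 33. The authors aligned paired-end reads to hg19 with TopHat, counted them per gene and kept genes above 0.5 CPM in at least 4 samples. The paper's text does not name the counting tool, its annotation or its use of strand, so reads of overlapping genes and of near-identical paralogs could be assigned to either gene. The authors deposited, for each line separately, the counts of each gene without normalization, CPM values that they scaled, and their own edgeR comparison of Dox with Control. The paper's stated depth is 50 M reads per sample, and the values here use the reads counted on the listed genes. These totals ran from 38894925 to 41389933 in Tet-One Control (median 40047278.5) and from 35863825 to 41648040 in Tet-One Dox (median 37953479). They ran from 35628826 to 42510942 in Tet-MIST1 Control (median 40734532.5) and from 33402628 to 40124634 in Tet-MIST1 Dox (median 37263917). Tet-PTF1a was sequenced less deeply and less evenly, from 18078331 to 43018494 in Control (median 29489572) and from 17210989 to 32383375 in Dox (median 20061501). From the counts, Dox was compared with Control within each line by edgeR's quasi-likelihood test after TMM normalization, and the p-values were adjusted by the Benjamini-Hochberg method (FDR). Genes with FDR under 0.05 were called DEGs with no limit on the fold change, as in the paper's methods. Mean CPM ± SD is over CPM values computed here from the counts of the tested genes with the TMM factors. The test covered 13428 genes in Tet-One, 13623 in Tet-MIST1 and 14053 in Tet-PTF1a. The choices that could change the numbers were the test, the scaling of the libraries, the filter on low counts and which libraries share an estimate of the spread.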

As predicted, control Tet‐One cells exhibited minor responses, displaying only nine DEGs when transcript profiles were compared in ±Dox‐treated groups (Fig. 3C). In contrast, 874 DEGs were identified in the Tet‐MIST1 line (Fig. 3B,C). 

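No gene of the 13428 tested in Tet-One reached FDR under 0.05, and the smallest FDR was 0.897 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 401 genes, against 671 expected by chance alone. The authors' deposited table holds 9 Tet-One DEGs, 7 induced and 2 repressed. The spread between the Tet-One libraries was wide, with a biological coefficient of variation of 14.4%, against 6.58% in Tet-MIST1 and 2.80% in Tet-PTF1a. Tet-One Dox replicate 1 differed from the mean of the other 3 Dox libraries with an SD of 0.571 (log2 scale) over 10878 genes, whereas those 3 libraries differed from each other with SDs from 0.0916 to 0.0984. Without Tet-One Dox replicate 1 the coefficient of variation fell to 4.79% and 1 gene was a DEG. That gene was HMOX1, which was repressed with a log2 fold change of -0.43 (FDR 0.0114 in the same test) and was singled out after its values were seen.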

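In Tet-MIST1, 2812 of the 13623 genes tested (20.6%) were DEGs, 1617 of them induced and 1195 repressed. Most changes were small, with a median absolute log2 fold change of 0.29 over the DEGs. Of the alternatives tried, a limit of 1 on the absolute log2 fold change moved the number most, to 55 DEGs, all of them induced. The majority of induced DEGs reversed, to 1950 induced and 2201 repressed, after the trends with exon length and GC content were removed from each library, a setting added after the data were seen. The number ranged from 1436 to 3770 over the 8 fits that each left out 1 library, and it was 1460 without Control replicate 1, 1771 without Control replicate 2 and 1436 without Control replicate 3. The human MIST1 gene, BHLHA15, was not among the genes tested, and the induced MIST1 is encoded by a rat sequence. KLF15 (chromosome 3 of hg19, 126061478 to 126076236, minus strand) had the largest change, from 0.486 ± 0.0886 CPM in Control to 11.5 ± 1.04 CPM in Dox (SD, n = 4), a log2 fold change of 4.42 (standard error 0.126, FDR 2.10e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CRYM (chromosome 16, 21269839 to 21314457) rose by 3.07 and C2orf88 (chromosome 2, 191002486 to 191068210) by 2.85 on the log2 scale. RAB26 (chromosome 16, 2198145 to 2204162) rose from 15.2 ± 1.82 to 64.8 ± 4.06 CPM (SD, n = 4), and ACBD7 (chromosome 10, 15117474 to 15130775) rose by 2.03 on the log2 scale. These 5 genes were DEGs in every fit that left out 1 library. The largest decreases were those of DPYSL5 (log2 fold change -0.94), KIAA0754 (-0.92), WNT2B (-0.79), CPNE4 (-0.78) and ST3GAL1 (-0.76). KIAA0754 (chromosome 1, 39875176 to 39882154) lies within MACF1 on the same strand, so that reads of the 2 genes could be exchanged, and it was a DEG in 2 of the 8 fits that each left out 1 library. Without Dox replicate 1 its log2 fold change was -0.65 (FDR 0.0538 from the same test). Its FDR was 0.0722 with DESeq2 and 0.0653 with the replicate number as a block. In a direct test of the difference between the lines (an interaction of line and Dox in edgeR's quasi-likelihood test), 231 genes responded differently in Tet-MIST1 and Tet-One, 205 with a larger and 26 with a smaller log2 change in Tet-MIST1. There were 1930 such genes without Tet-One Dox replicate 1, 144 without Tet-MIST1 Control replicate 1 or 3, 145 without Tet-MIST1 Control replicate 4 and 499 with DESeq2. The paper screened individual clones of each line, so such a difference may come from the clone as well as from the induced factor.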

A similar but more robust gene expression response was observed with Tet‐PTF1a cells where 6688 DEGs were identified (Fig. 3B,C). 

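In Tet-PTF1a, 6775 of the 14053 genes tested (48.2%) were DEGs, 3344 of them induced and 3431 repressed, with a median absolute log2 fold change of 0.23. A limit of 1 on the absolute log2 fold change moved the number most and left 501 DEGs, 287 induced and 214 repressed. The fits that each left out 1 library gave from 6109 to 6456. The split by direction depended on the scaling, and with library size in place of TMM 61.9% of the DEGs were induced, against 49.4%. PTF1A itself (chromosome 10, 23481460 to 23483181, plus strand) had at most 2 counts in each Control library and from 53 to 168 counts in the Dox libraries, so that it was at least 44.0-fold higher with Dox. The counts are of reads that aligned to the human gene, while the induced open reading frame is that of the mouse. SLCO2B1 (chromosome 11, 74862032 to 74917445) was at least 83.5-fold higher and CHRNA1 (chromosome 2, 175612323 to 175629200) at least 33.9-fold higher, both with at most 3 counts in each Control library. These 3 genes were DEGs in the 4 fits that left out a Control library, and in the fits without a Dox library they were not tested, since the filter asks for 4 libraries above the CPM minimum and 3 were left. ATOH8 (chromosome 2, 85980909 to 86018506) rose from 0.763 ± 0.171 to 32.7 ± 0.349 CPM (SD, n = 4), a log2 fold change of 5.35 (standard error 0.0926, FDR 7.24e-43 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BGN (chromosome X, 152760347 to 152775004) rose by 5.27 on the log2 scale. The largest decreases were those of WISP2 (log2 fold change -2.58), DIO3 (-2.49), COL13A1 (-2.34), LXN (-2.32) and UPK1B (-2.23). By the same filter, WISP2 was not tested in the fits without a Control library. LXN (chromosome 3, 158384203 to 158390482) fell from 129 ± 1.97 to 25.5 ± 0.773 CPM (SD, n = 4). Tested directly against the response of Tet-One cells, 1738 genes responded differently, 746 with a larger and 992 with a smaller log2 change in Tet-PTF1a. This split also depended on the scaling, with 947 larger and 804 smaller with library size in place of TMM. Without Tet-One Dox replicate 1 this number was 4146. As for Tet-MIST1, clone and induced factor cannot be told apart in this comparison.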

The sevenfold difference in DEGs between MIST1 and PTF1a cells is likely due to the functional nature of each transcription factor, where PTF1a is a master regulator for pancreatic acinar development while MIST1 is considered a scaling factor, augmenting specific transcription programs (Hess *et al*., 2016; Jiang *et al*., 2016; Kondratyeva *et al*., 2017; Mills and Taghert, 2012; Tian *et al*., 2010). Nonetheless, there was considerable overlap in DEGs regulated by both transcription factors, with 167 target genes induced by PTF1a and MIST1, representing 29% of the upregulated MIST1 targets (Fig. 3D). Likewise, 33% of MIST1 repressed targets were shared with PTF1a (Fig. 3D).

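The number of DEGs was 2.41 times as high in Tet-PTF1a as in Tet-MIST1, and 9.11 times as high when an absolute log2 fold change of at least 1 was also required. With 1 library of either line left out, the first ratio ran from 1.80 to 4.72, and it was 4.64, 3.83 and 4.72 without Tet-MIST1 Control replicates 1, 2 and 3. The numbers of DEGs of 2 lines are not a test of a difference between them, and the responses of Tet-PTF1a and Tet-MIST1 were not tested against each other. The paper takes these roles of the factors from earlier work and proposes that the larger number in Tet-PTF1a follows from them.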

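Over the 13283 genes tested in both lines, 1594 were induced in Tet-MIST1 and 3129 in Tet-PTF1a. The number induced in both was 434, which is 26.8% of the induced Tet-MIST1 DEGs, against 375 expected if the 2 sets were independent. The odds ratio was 1.25 (95% confidence interval from 1.11 to 1.41, p = 2.94e-04 from a two-sided Fisher's exact test across genes, which are not independent replicates). The lines have separate Control libraries. The number ranged from 265 to 531 over the 16 fits that each left out 1 library, with 265 without Tet-MIST1 Control replicate 3 and 272 without Tet-MIST1 Control replicate 1. It was 196 when all 24 libraries shared one estimate of the spread, and the odds ratio in that fit was 2.03. Without Tet-PTF1a Dox replicate 4 the odds ratio was 1.15. A further 394 genes were induced in Tet-MIST1 and repressed in Tet-PTF1a, against 400.3 expected (odds ratio 0.976, p = 0.712 from the same exact test).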

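The number of genes repressed in both lines was 394 of 1174 repressed in Tet-MIST1 and 3336 repressed in Tet-PTF1a among the genes tested in both, which is 33.0% of the repressed Tet-MIST1 DEGs. By chance 295 were expected (odds ratio 1.57, 95% confidence interval from 1.38 to 1.79, two-sided Fisher's exact p = 1.12e-11). Leaving out 1 library at a time gave from 176 to 576 genes, with 176 without Tet-MIST1 Control replicate 1, 255 without Control replicate 2, 179 without Control replicate 3 and 260 without Dox replicate 3 of that line. With all 24 libraries in one fit there were 186 such genes, with an odds ratio of 3.09. Without Tet-PTF1a Dox replicate 4 the odds ratio was 1.46. Genes repressed in Tet-MIST1 and induced in Tet-PTF1a numbered 291, against 277 expected (odds ratio 1.08, exact p = 0.296).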

**Figure 3:**
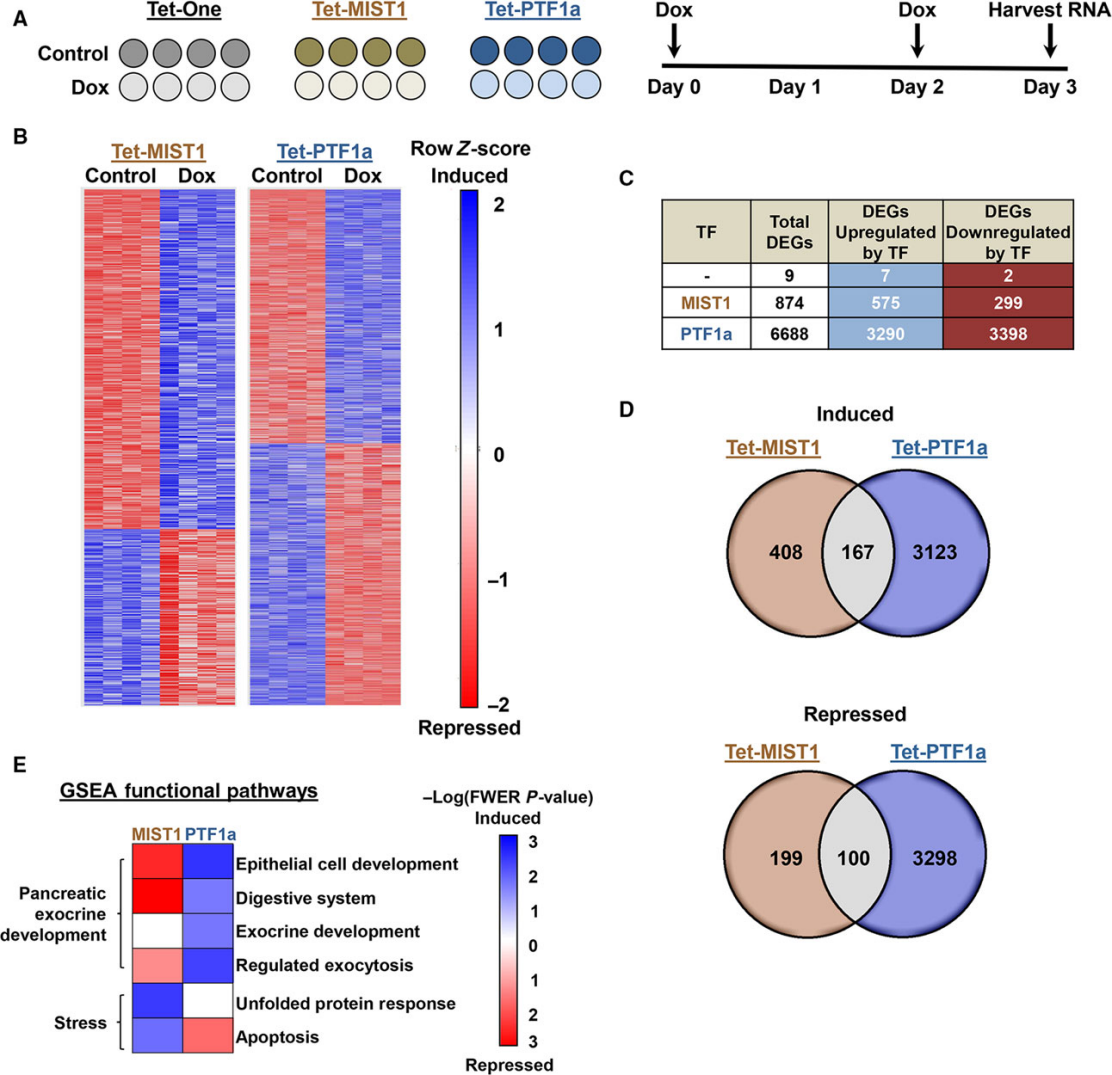
RNA sequencing of Tet‐MIST1 and Tet‐PTF1a. (A) Experimental strategy and timeline for cells subjected to RNA‐Seq. (B) Representative heatmaps of four control samples compared to four doxycycline‐treated samples for the Tet‐MIST1 and Tet‐PTF1a cells. Heatmaps depict the comparison of log2‐transformed read counts for each gene. (C) A total of 874 genes are differentially expressed in the Tet‐MIST1 cell line, while 6688 genes were differentially expressed in Tet‐PTF1a cells. (D) Venn diagrams comparing induced and repressed genes in Tet‐MIST1 vs. Tet‐PTF1a samples. (E) Summary heatmap displaying −Log (FWER *P*‐value) for biological and molecular pathways identified by GSEA.

As transcriptional activators, PTF1a and MIST1 likely act directly on a subset of the induced DEGs which in turn produce additional downstream changes in gene expression. 

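The promoter of each DEG was read from the GRCh37 sequence (the assembly of hg19) from 1000 bases before to 100 bases after the start of the gene as the authors' coordinates give it. Of the genes with a same-named entry in the annotation used for comparison, 85.0% had a start within 1000 bases of it. In Tet-PTF1a, an E box (CANNTG) and a TC box (TGGGAAA) with midpoints 10 to 12 or 20 to 22 bases apart occurred in 50 of 3312 induced promoters (1.51%) and in 23 of 3407 repressed promoters (0.675%). The odds ratio was 2.25 (95% confidence interval from 1.35 to 3.88, p = 0.00132 from a two-sided Fisher's exact test). An E box alone occurred in 97.9% of induced and 97.4% of repressed promoters (odds ratio 1.22, exact p = 0.230), so that nearly every promoter held one. With promoters of 500 bases before the start, an E box alone occurred in 86.9% and 85.2% (odds ratio 1.15, exact p = 0.0488). In Tet-MIST1, the E box CAGCTG occurred in 772 of 1600 induced promoters (48.2%) and in 459 of 1188 repressed promoters (38.6%), with an odds ratio of 1.48 (95% confidence interval from 1.27 to 1.73, exact p = 4.33e-07). The E box CATCTG occurred in 43.2% of induced and 39.9% of repressed promoters (odds ratio 1.15, exact p = 0.0876), and with the shorter promoters in 25.4% and 20.6% (odds ratio 1.31, exact p = 0.00326). Repressed promoters had the higher mean GC content, 57.0% against 55.1% for induced promoters of Tet-PTF1a and 57.0% against 55.1% for those of Tet-MIST1. Within 5 groups of promoters of similar GC content, the common odds ratio was 2.06 (p = 0.00459) for the E box with TC box and 1.54 (p = 3.96e-08) for CAGCTG in a Mantel-Haenszel chi-square test. Exact sequences were counted here, not the motif matrices of the paper's AME run.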

Interestingly, PTF1a and MIST1 motifs were more significantly enriched in the promoter regions of induced DEGs compared to repressed genes (Fig. S4A) although the biological relevance of these sites, as well as motifs discovered *de novo* (Doc. S1), will require further analysis. Nonetheless, to gain additional insight into possible direct PTF1a‐ and MIST1‐regulated genes within our RNA‐Seq data, DEGs were compared to previously published PTF1a ChIP‐Seq (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE86262) and MIST1 ChIP‐Seq (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE86289) mouse studies (Hoang *et al*., 2016; Jiang *et al*., 2016a). As predicted, a similar proportion of induced and repressed DEGs were found to have ChIP‐Seq peaks in near proximity with several well‐characterized PTF1a‐ and MIST1‐regulated genes highlighted in the overlap between the ChIP‐Seq and induced DEGs (Fig. S4B) (Ahnfelt‐Rønne *et al*., 2012; Direnzo *et al*., 2012; Hoang *et al*., 2016; Jiang *et al*., 2016a; Lo *et al*., 2017; Wiebe *et al*., 2007). This discovery further shows that PTF1a and MIST1 maintain regulation of their transcriptional networks, even in the context of PDAC. Indeed, KEGG pathway analyses showed enrichment for ER protein processing and protein export in the PTF1a‐ and MIST1‐induced DEGs, respectively, including several known direct target genes in both categories (Fig. S5A–D).

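Lists of genes for both pathways were tested with limma's camera, which compares the genes of a list with all others in the same libraries (preset inter-gene correlation 0.01, two-sided, Benjamini-Hochberg adjustment over 39 pairs of list and line). The median change of a list is that of the differences in mean log2 CPM (prior count 2), which are closer to 0 for low genes than edgeR's fitted fold changes. The ER protein processing list (117 of 121 genes tested in Tet-PTF1a) had 87 genes higher and 30 lower with Dox, a median change of 0.06 in log2 CPM and an adjusted p of 3.36e-04. Of these genes, 51 were induced and 13 repressed DEGs, and the same numbers were found when p was adjusted over the list alone. In Tet-MIST1 the same list had a median change of 0.04 (68 of 115 genes higher, adjusted p = 0.0585). The protein export list had 20 of its 23 genes higher in Tet-MIST1, with a median change of 0.15 (adjusted p = 0.00107). Adjusted over all genes 9 of them were induced DEGs, and adjusted over the list alone 13 were. In Tet-PTF1a 18 of the 23 were higher, with a median of 0.07 (adjusted p = 0.0861). The lists share 7 genes. With fry in place of camera, both calls held and the remaining pair of results also passed FDR 0.05, at 0.00524 for ER protein processing in Tet-MIST1 and 0.00133 for protein export in Tet-PTF1a. Unlike camera, fry tests whether the genes of a list changed, without comparison with the other genes. Since 48.2% of genes tested in Tet-PTF1a and 20.6% in Tet-MIST1 were DEGs, passing fry does not set a list apart from other genes. With an inter-gene correlation estimated from the data, the call for ER protein processing in Tet-PTF1a held and that for protein export in Tet-MIST1 did not (adjusted p = 0.389). Whether the response of a list differs between the lines was not tested.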

Gene Set Enrichment Analysis, which is capable of analyzing each dataset as a whole, was also performed taking into account the directionality of DEG expression. As expected, a wide range of cellular processes involved in pancreatic development and function were identified. For example, MIST1 promoted expression of genes involved in stress responses, including key genes of the UPR and apoptosis pathways (Fig. 3E), which agrees with previous studies showing that MIST1 functions to alleviate UPR stress by increasing expression of chaperones and other UPR genes (Hess *et al*., 2011, 2016; Jiang *et al*., 2016). 

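A list of 51 UPR genes, all of them tested in Tet-MIST1, had 39 genes higher and 12 lower with Dox and a median change of 0.11 in log2 CPM (camera, adjusted p = 3.02e-04). It holds 14 induced and 3 repressed DEGs, and 19 and 3 when adjusted over the list alone. The call held with fry (adjusted p = 8.32e-05), and with an estimated inter-gene correlation the list did not pass (adjusted p = 0.0791). The list shares 37 of its 51 genes with the ER protein processing list and 6 with the protein export list, so that the results of these lists are not independent. It shares 5 genes with the MIST1 targets that the paper examined by RT-qPCR, and each of these was induced. SEC61B (chromosome 9, 101984570 to 101992901) rose from 61.5 ± 2.05 to 85.2 ± 12.8 CPM (SD, n = 4), a log2 fold change of 0.47 (standard error 0.0864, FDR 0.00345 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). EIF2AK3, which encodes PERK (chromosome 2, 88856259 to 88927094), rose from 16.8 ± 0.607 to 21.6 ± 0.348 CPM, a log2 fold change of 0.36. DNAJC1 rose by 0.38, SEC62 by 0.35 and SEC63 by 0.27 on the log2 scale, and each was a DEG in all 8 fits that left out 1 library. XBP1 rose by 0.11 on the log2 scale, with every Dox library above every Control library, and was not a DEG (FDR 0.136 in the same test). In Tet-One the list moved the other way, with a median of -0.11 and 35 of 51 genes lower. The paper states that MIST1 promoted these stress response genes and sets this beside earlier work in which MIST1 relieves UPR stress.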

Surprisingly, MIST1 expression in Panc‐1 cells negatively influenced genes involved in exocrine development (Fig. 3E), suggesting that MIST1 may function differently in PDAC cells compared to embryonic and adult acinar cells (Direnzo *et al*., 2012; Jiang *et al*., 2016; Karki *et al*., 2015; Pin *et al*., 2001). In contrast, PTF1a exhibited a more potent transcriptional response with a number of enriched pathways being induced that are involved in pancreatic exocrine development, including ‘Digestive System’, ‘Epithelial Cell Development’, and ‘Exocrine Development’ (Fig. 3E).

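Of a list of 35 digestive enzymes and acinar secretory products, 3 genes were expressed highly enough to be tested in Tet-MIST1. These were CTRL, CEL and AMY2B, with log2 fold changes of 0.10, -0.05 and 0.35, none of them a DEG and none with an unadjusted p under 0.05 (0 of 3). As a list they did not differ from the other genes (camera, adjusted p = 0.543). A list of 3 genes allows little precision, and no direction could be detected at this depth. Among the acinar transcription factors, NR5A2, GATA6 and PDX1 were tested. NR5A2 had 0.775 ± 0.132 CPM in Control and 0.780 ± 0.111 CPM in Dox (SD, n = 4), and its log2 fold change of 0.02 became -0.09 without Control replicate 3. GATA6 changed by -0.21 and PDX1 by 0.00 on the log2 scale, and the change of PDX1 became -0.04 without Control replicate 4 and -0.01 with library size in place of TMM. None of the 3 was a DEG, and none had an unadjusted p under 0.05 (0 of 3). The gene sets of Fig. 3E were not analysed here.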

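In Tet-PTF1a, 4 of the 35 genes on the list of digestive enzymes and acinar secretory products were tested, and all 4 were higher with Dox. PRSS1 (chromosome 7, 142457319 to 142460927, plus strand) had from 1 to 4 counts in the Control libraries and from 49 to 114 in the Dox libraries, or 0.0565 ± 0.0282 and 3.15 ± 0.271 CPM (SD, n = 4). Its log2 fold change was 4.59 (standard error 0.287, FDR 1.09e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and depends on the prior count at such low counts. PRSS1 has near-identical paralogs with which the counting could have exchanged reads. CTRL, CEL and AMY2B changed by 0.17, 0.04 and 0.26 on the log2 scale and were not DEGs. PRSS1 was not tested in the 4 fits that left out a Dox library, which then held 3 genes of the list, since 3 libraries above the CPM minimum were left and the filter asks for 4. It was a DEG in the other 4 fits. The list had a median change of 0.17 in log2 CPM and did not pass in camera (adjusted p = 0.185), at 0.840 without Dox replicate 4. It passed with fry (adjusted p = 1.46e-05), and with an estimated inter-gene correlation it did not (0.389). Of the acinar transcription factors, 4 were tested and 4 were induced, over all genes tested and adjusted over the list alone. NR5A2 (chromosome 1, 199996730 to 200146550) rose from 39.2 ± 0.549 to 77.8 ± 3.42 CPM, a log2 fold change of 0.99 (FDR 3.71e-29 in the same test). PDX1 (chromosome 13, 28494168 to 28500451) rose by 0.55, GATA6 (chromosome 18, 19749398 to 19782491) by 0.80 and BHLHA15 (chromosome 7, 97841566 to 97842271) by 1.11 on the log2 scale. These 3 genes stayed low, at means of 2.79, 0.832 and 0.673 CPM with Dox, and BHLHA15, like PRSS1, was not tested without a Dox library.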

### 3.5 PDAC‐associated pathways are negatively influenced by MIST1 and PTF1a expression

Ingenuity pathway analysis identified ‘cancer’ as the top disease pathway altered in both Tet‐MIST1 and Tet‐PTF1a cell lines, followed by ‘organismal injury and abnormalities’ and ‘gastrointestinal disease’ (Fig. 4A, Doc. s2). In all three cases, PTF1a exhibited a greater footprint within the pathways than MIST1, again demonstrating the wider transcriptional activity and gene expression responses of this bHLH factor. Identification of ‘cancer’ pathways suggested that tumor‐associated properties may be decreased when MIST1 and PTF1a are induced in PDAC cells. GSEA revealed that genes which are classically repressed in PDAC were significantly induced upon bHLH induction (Fig. 4B). Similarly, PTF1a expression negatively influenced genes associated with a ‘PDAC signature’ (Fig. 4B). Interestingly, there was little overlap in DEGs in the ‘repressed in PDAC’ signature when comparing MIST1 and PTF1a, suggesting that different MIST1 and PTF1a target genes are involved in affecting PDAC properties (Fig. 4C). Consistent with this assumption, we observed several antitumorigenic trends in PTF1a cells which were not seen with MIST1, including increased ‘stem cell differentiation’ and decreased ‘PDAC stem cell markers’ and ‘multiple drug resistance’ pathways (Fig. 4D).

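The 8 CSC markers that the paper names, taken as a list, were lower in Tet-PTF1a with Dox, with a median change of -0.67 in log2 CPM and 7 of 8 genes lower (camera, adjusted p = 5.92e-05). With an estimated inter-gene correlation the adjusted p was 0.0876. In Tet-MIST1 the median was -0.10, with 6 of 8 genes lower (adjusted p = 0.476). The paper states that it curated these markers from published work. For drug resistance, the list of the 8 ABC efflux transporters that the paper measured by RT-qPCR had a median of -0.35 in Tet-PTF1a (6 of 8 lower, adjusted p = 0.0619), and passed FDR 0.05 with fry (7.02e-07) and with library size in place of TMM (0.0285). Of its genes 4 were repressed and 2 induced DEGs, over all genes tested and adjusted over the list alone. Without Tet-PTF1a Dox replicate 3 its adjusted p was 0.0462. In Tet-MIST1 its median was -0.12 (6 of 7 lower, adjusted p = 0.179), and 2 were repressed DEGs both over all genes and adjusted over the list alone. ABCG2 is on both lists. A list of 46 proliferation genes had a median of -0.05 in Tet-PTF1a (31 lower, adjusted p = 0.0966) and of 0.05 in Tet-MIST1 (32 higher, adjusted p = 0.0184). Without Tet-MIST1 Dox replicate 4 the latter adjusted p was 0.0861, and with an estimated inter-gene correlation 0.476. The proliferation list held 7 induced and 18 repressed DEGs in Tet-PTF1a and 13 induced DEGs in Tet-MIST1, and adjusted over the list alone 8, 18 and 15. Differences between the lines were not tested for these lists.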

**Figure 4:**
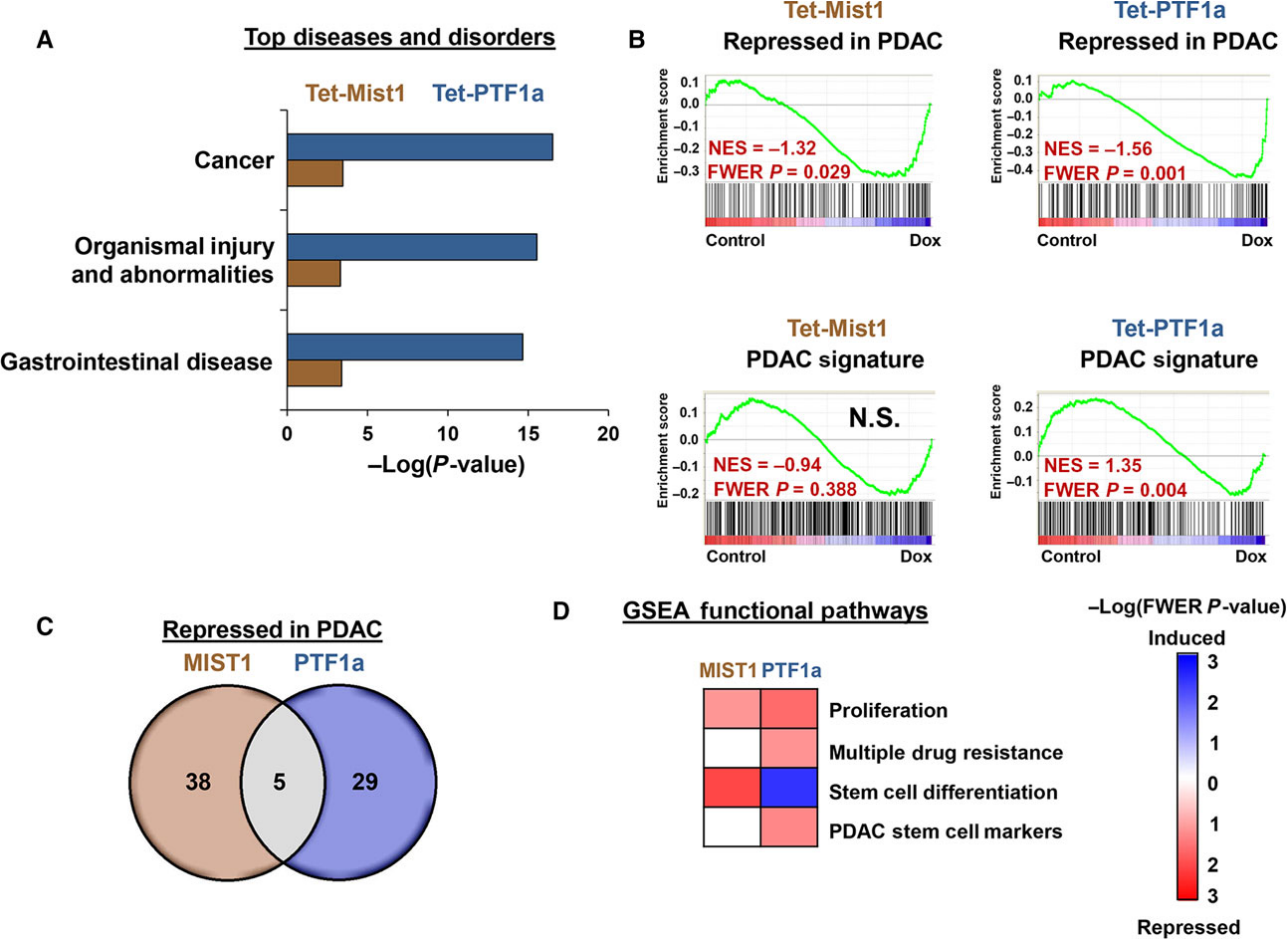
Tet‐MIST1 and Tet‐PTF1a gene expression analysis. (A) Top three disease pathways identified by IPA. (B) GSEA of genes associated with pancreatic cancer using the ‘Gruetzman Pancreatic Cancer Up’ list (PDAC Signature) and genes classically repressed in PDAC (‘Gruetzman Pancreatic Cancer Down’ list). (C) Venn diagram comparison of genes differentially regulated in ‘repressed in PDAC’. (D) Heatmaps of disease‐associated pathways from GSEA altered upon MIST1 or PTF1a induction. N.S., not significant.

### 3.6 PTF1a induction reduces cancer stem cell characteristics

GSEA suggested that induced PTF1a activity promotes decreased CSC properties. To examine this further, we curated a list of eight (*CD24, CD44, EPCAM, ABCg2, ALDH1a3, MET, DCLK1, ALDH2*) pancreatic stem cell markers and examined their overall expression in our RNA‐Seq dataset. 

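In Tet-PTF1a cells the 8 pancreatic stem cell markers CD24, CD44, EPCAM, ABCG2, ALDH1A3, MET, DCLK1 and ALDH2 were all tested. CD24, which the files place on chromosome Y of hg19 (21152526 to 21438350, minus strand) and whose reads may be shared with near-identical copies, fell from 163 ± 4.40 CPM in Control to 48.2 ± 1.58 CPM in Dox (SD, n = 4). Its log2 fold change was -1.76 (standard error 0.0308, FDR 3.64e-42 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CD44 (chromosome 11, 35160417 to 35253949, plus strand) fell from 1474 ± 15.8 to 671 ± 4.66 CPM, a log2 fold change of -1.14 (standard error 0.0190, FDR 5.41e-43 in the same test). ABCG2 (chromosome 4, 89011416 to 89152474) fell by 0.99, ALDH1A3 (chromosome 15, 101419897 to 101456830) by 0.80, MET (chromosome 7, 116312459 to 116438440) by 0.53 and ALDH2 (chromosome 12, 112204691 to 112247789) by 0.48 on the log2 scale. EPCAM (chromosome 2, 47596287 to 47614167) had the smallest decrease of the DEGs, from 57.5 ± 1.48 to 49.6 ± 0.846 CPM, a log2 fold change of -0.22 (FDR 5.63e-07 in the same test). For each of these 7 genes every Dox library lay below every Control library. All 7 were repressed DEGs over all genes tested and adjusted over the list alone, and in each of the 8 fits that left out 1 library. With all 24 libraries in one fit 6 of the 8 were DEGs, since EPCAM did not pass. DCLK1 (chromosome 13, 36342789 to 36705514) was near 1.82 ± 0.193 CPM in Control and 1.88 ± 0.341 CPM in Dox, and its log2 fold change of -0.01 (FDR 0.969 in the same test) was within the spread between replicates. Its sign was positive with DESeq2 (0.01), with library size in place of TMM (0.03) and without Control replicate 1 (0.07).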

Interestingly, PTF1a induction significantly reduced seven of the eight CSC markers, with the only exception being *DCLK1* (Fig. 5A). Consistent with these findings, RT‐qPCR analysis confirmed that *CD24*,* CD44, CD44v6, ALDH1a3,* and *EPCAM* transcripts were all significantly decreased upon PTF1a induction (Fig. 5B). In contrast, MIST1 induction had little to no effect on CSC marker expression (data not shown). 

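In Tet-MIST1 all 8 CSC markers were tested, and 2 were DEGs, over all genes and adjusted over the list alone. ALDH1A3 fell from 38.2 ± 0.623 to 31.3 ± 1.86 CPM (SD, n = 4), a log2 fold change of -0.29 (standard error 0.0520, FDR 0.00315 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DCLK1 rose from 43.1 ± 1.51 to 66.9 ± 2.28 CPM, a log2 fold change of 0.63 (standard error 0.0468, FDR 5.37e-06 in the same test). Both were DEGs in all 8 fits that left out 1 library. MET fell by 0.16 on the log2 scale with an FDR of 0.0750 in the same test, and CD24 fell by 0.14 (FDR 0.169), with a call only without Dox replicate 2 (log2 fold change -0.20). CD44 fell by 0.09 and EPCAM by 0.10, ALDH2 rose by 0.06, and ABCG2 changed by -0.03, none of them beyond the spread between replicates. The change of ABCG2 was 0.05 without Dox replicate 1. In Tet-One, where DCLK1 was not among the genes tested, none of the 7 markers tested was a DEG, and 0 had an unadjusted p under 0.05.

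**Figure D1:**
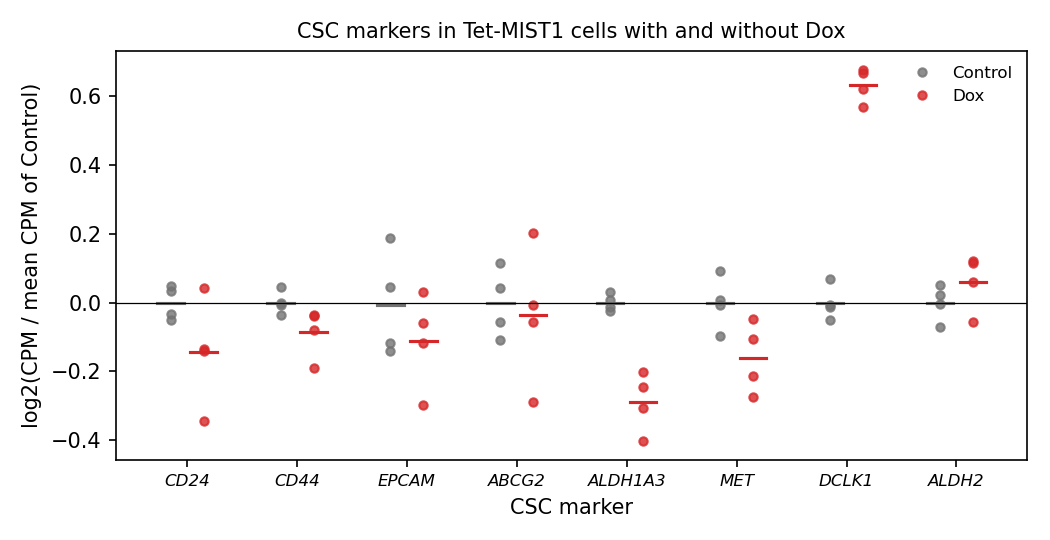
CPM of the CSC markers in each Tet-MIST1 library as log2 of the ratio to the mean of the 4 Control libraries (y axis), for each of the 8 markers (x axis), with grey points for Control, red points for Dox and bars for the means of the points. The Dox points of DCLK1 lie from 0.57 to 0.68 and those of ALDH1A3 from -0.40 to -0.20, apart from their Control points, while for CD24, EPCAM, ABCG2, MET and ALDH2 the points of the groups overlap, as do the lowest Control and highest Dox points of CD44.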

Flow cytometry corroborated our initial findings, revealing ~ 70% reduction in CD24+/CD44+ cells upon PTF1a expression (Fig. 5C,D). The decrease in CD24+/CD44+ cells also translated into a substantial reduction in soft agar colony formation when Tet‐PTF1a cells were induced to express PTF1a (Fig. 6A,B). As predicted, the reduced colony formation was reflected in decreased CD44 and EPCAM protein levels (Fig. 6C). Importantly, Dox treatment had no effect on colony formation in the Panc‐1 Tet‐One cells (Fig. 6A,B) or with parental Panc‐1 cells (data not shown). Finally, to assess the ability of CSC properties to support tumor initiation and growth *in vivo*, we performed pancreatic orthotopic tumor assays. As shown in Fig. 6D, a 30% reduction in tumor growth was consistently observed when mice were maintained on a Dox diet. Collectively, these data provide evidence that induced expression of PTF1a reduces pancreatic CSC properties and overall PDAC tumor growth in orthotopic assays.

**Figure 5:**
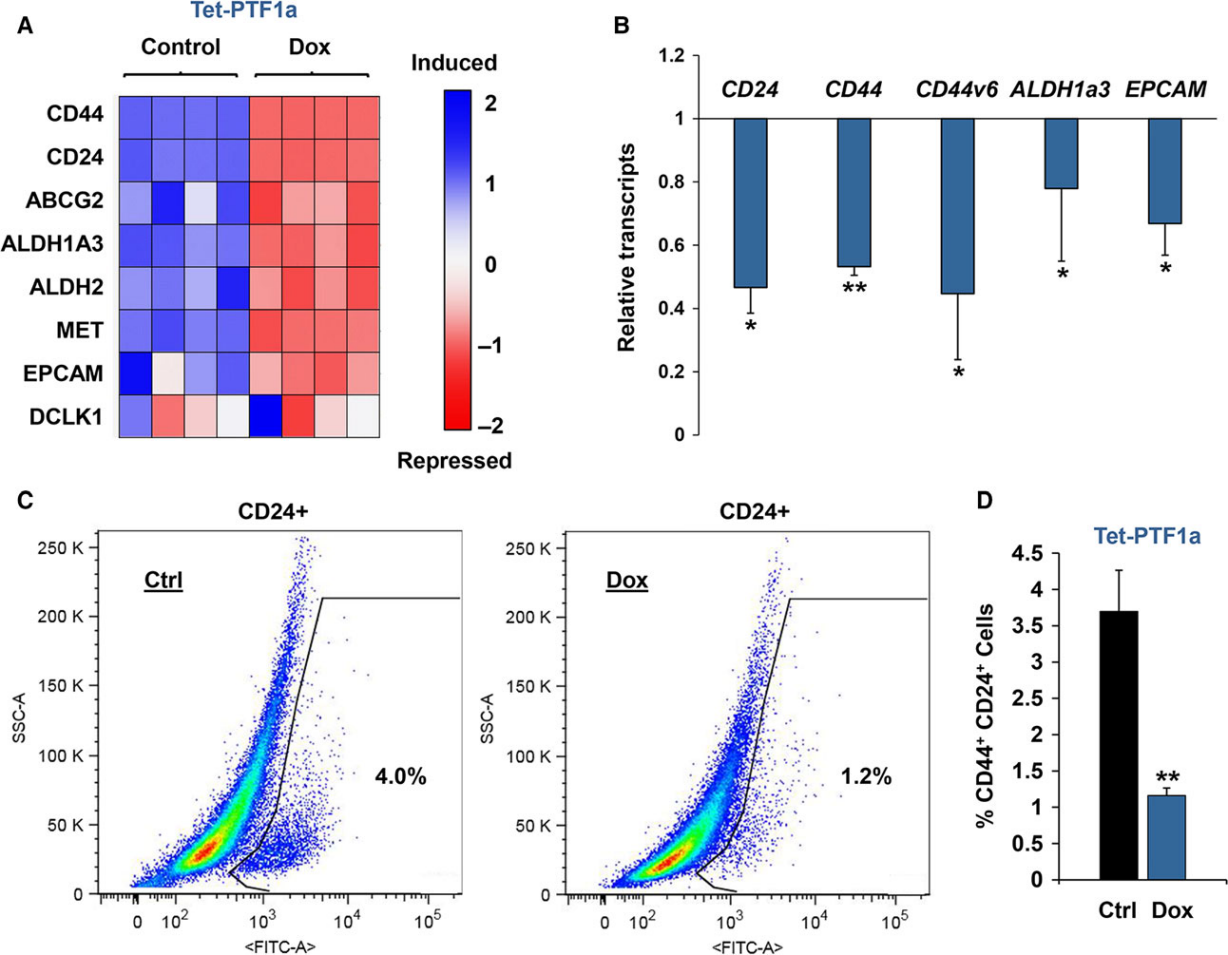
PTF1a expression decreases CSC properties. (A) Heatmap of a curated list of pancreatic CSC markers in Tet‐PTF1a cells ± Dox. (B) RT‐qPCR of selected pancreatic CSC markers. (C) Flow cytometry of CD24+ Tet‐PTF1a cells ± Dox. (D) CD44+/CD24+ cells quantified from Tet‐PTF1a cells ± Dox. *P ≤ 0.05, **P ≤ 0.01.

**Figure 6:**
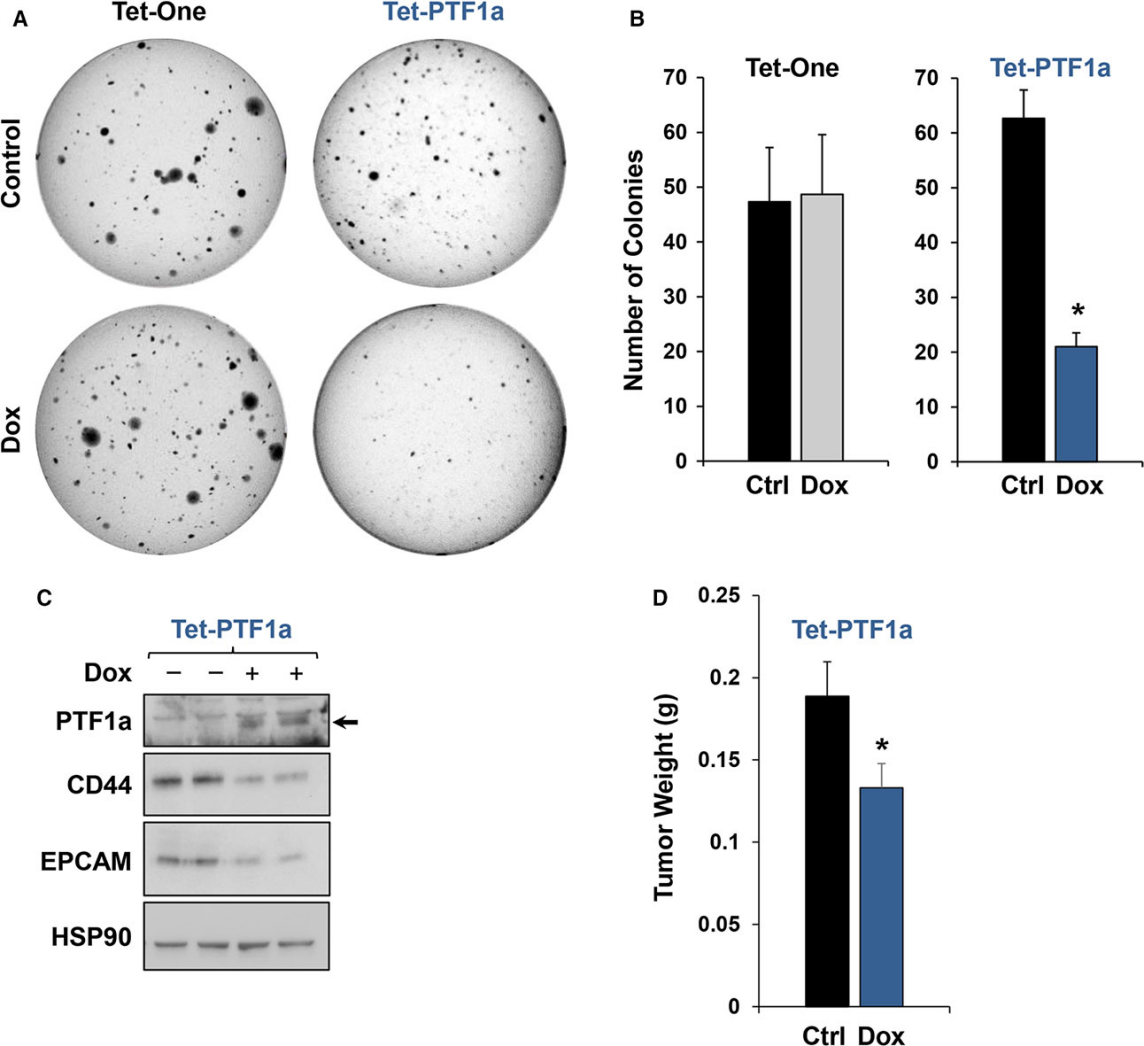
PTF1a expression decreases soft agar colony and orthotopic pancreatic cancer tumor growth. (A,B) Soft agar colony formation assay of Tet‐One and Tet‐PTF1a cells ± Dox. (C) Immunoblot analysis of CD44 and EPCAM from soft agar colonies of Tet‐PTF1a cells ± Dox. CD44 and EPCAM show marked reductions in the PTF1a expressing colonies. (D) Orthotopic xenograft assays testing Panc‐1 Tet‐PTF1a tumor growth in mice subjected to ± Dox chow. *P ≤ 0.05.

### 3.7 PTF1a sensitizes PDAC cells to gemcitabine treatment

A key feature of CSCs is the ability to sustain multidrug resistance. Given that PTF1a expression leads to a decreased stem cell population, we asked whether PTF1a activity also altered CSC characteristics. As a first step, we screened expression profiles of ATP‐binding cassette (ABC) efflux transporters known to be critical to clinical PDAC drug resistance because they pump gemcitabine out of cells (Dean, 2009; Ding *et al*., 2010; Moitra, 2015; Tanaka *et al*., 2011). Notably, five transporter genes showed decreased transcript levels following PTF1a activity, while expression of the remaining three genes was either undetected (*ABCB1*) or showed a similar (but statistically insignificant) decrease in expression upon PTF1a induction (Fig. 7A). As predicted, Tet‐MIST1 and Tet‐One control cells did not alter expression of any of the ABC efflux transporters (data not shown). Interestingly, the gemcitabine importer *ENT1* also exhibited a significant change in gene expression upon PTF1a induction, but in this case expression was elevated (Fig. 7B). Taken together, these results suggest that the steady‐state level of gemcitabine in the cytosol may be altered in the presence of PTF1a. Indeed, direct testing of gemcitabine on the Panc‐1 Tet‐PTF1a cells revealed an increased cell death efficacy in cells expressing PTF1a when compared to control cells (Fig. 7C), with an order of magnitude increase in sensitivity to gemcitabine upon PTF1a induction (Fig. 7D) and a threefold lower IC_50_ value for these cells when treated with Dox (Fig. 7E). As predicted, cleaved caspase‐3 was also elevated in the PTF1a‐expressing cells when treated with gemcitabine compared to control cells treated with gemcitabine alone (Fig. 7F).

**Figure 7:**
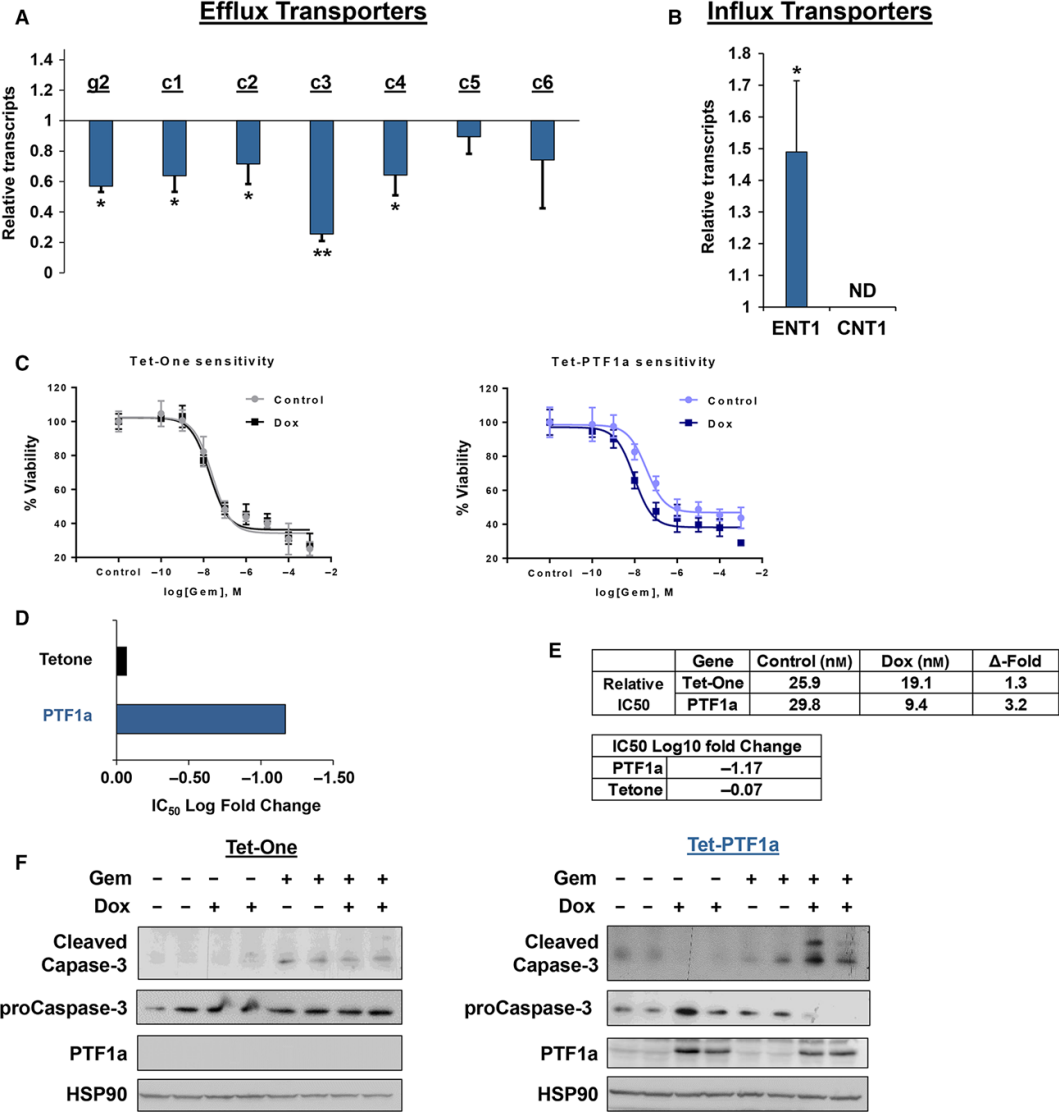
PTF1a sensitizes Panc‐1 cells to gemcitabine treatment. (A) RT‐qPCR of gemcitabine efflux transporters for Tet‐PTF1a cells ± Dox. (B) RT‐qPCR of gemcitabine influx transporters *ENT1* and *CNT1*. (C) IC_50_ kill curve of Tet‐inducible cell lines using a gemcitabine gradient for 72 h. (D,E) Log_10_ fold change of IC_50_ when cells are treated with doxycycline to induce PTF1a. (F) Immunoblot analysis of Tet‐inducible cells using 10 μm gemcitabine for 72 h. Cleaved caspase‐3 is elevated upon PTF1a induction, while Tet‐One cells display no change. *P ≤ 0.05, **P ≤ 0.01. ND, not detected.

As PTF1a expression resulted in increased sensitivity to gemcitabine, we next tested the ability of induced PTF1a to increase tumor sensitivity to gemcitabine *in vivo*. Panc‐1 Tet‐PTF1a cells were orthotopically injected into immunocompromised mice and allowed to grow for 27 days, at which time the mice were randomly assigned to groups receiving either no treatment, Dox only, gemcitabine only, or Dox and gemcitabine together. Gemcitabine was administered every 3 days for the following 14‐day time span (Fig. 8A). This strategy permitted an assessment of PTF1a's ability to sensitize an already established PDAC tumor. As expected, PTF1a expression was observed solely in the +Dox groups (Fig. 8B,C). Similarly, PTF1a target genes (*NR5a2*,* PRSS1*,* CPA1*) exhibited the predicted induction in the +Dox samples (Fig. 8C). Despite H&E sections failing to reveal any distinct morphological differences between groups, PRSS2 protein accumulation was readily detected and restricted to samples expressing PTF1a (Fig. 8D). Analysis of control vs. +Dox groups revealed that inducing PTF1a expression in established tumors produced only minor and statistically insignificant decreases in tumor burden (Fig. 8D,E). Treatment with gemcitabine alone resulted in a 38% decrease in tumor burden in cells not expressing PTF1a. However, when established tumors were provided both Dox (to activate PTF1a) and gemcitabine, total tumor burden decreased by 55%, a 1.4‐fold enhancement in gemcitabine sensitivity (Fig. 8D,E). These results support the concept that induced PTF1a sensitizes PDAC cells to gemcitabine treatment.

**Figure 8:**
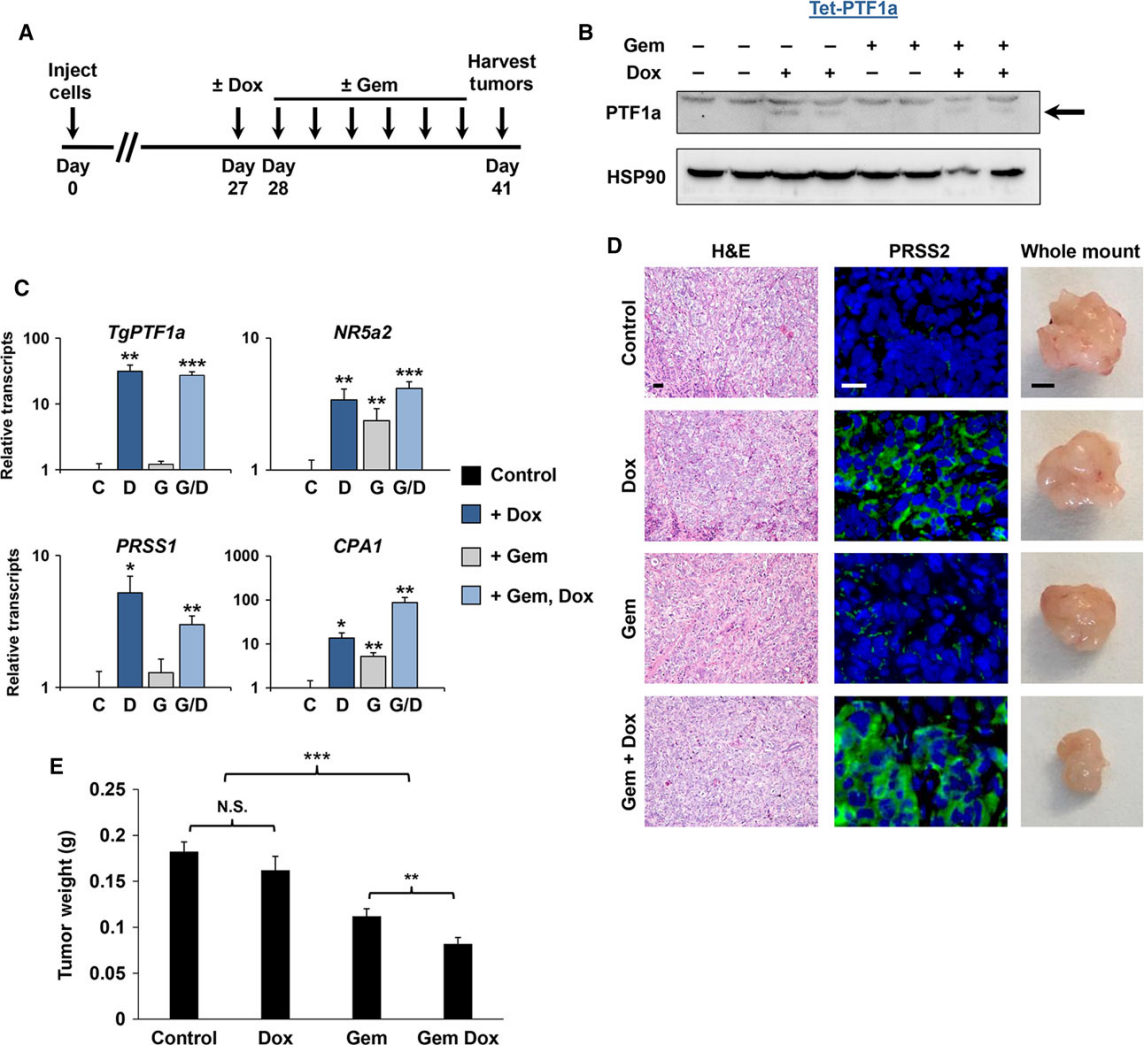
PTF1a sensitizes PDAC cells to gemcitabine *in vivo*. (A) Experimental timeline. (B) Immunoblot of PTF1a expression from excised tumors in mice treated ± Dox and ± Gem. (C) RT‐qPCR of tumor samples from the indicated groups for the Tet‐induced PTF1a transgene (*TgPTF1a*) as well as for endogenous *NR5a2*,*PRSS1*, and *CPA1* genes. (D) Hematoxylin and eosin (H&E) staining, PRSS2 immunofluorescence (green), and whole‐mount images of tumors isolated from mice treated ± Dox and ± Gem (scale bars = 50 μm for sections; 2.5 mm for whole‐mount images). (E) Tumor weights obtained from Panc‐1 Tet‐PTF1a cells ± Dox and ± Gem (*n *= 12–14 mice per experimental group). *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, N.S., not significant.

## 4 Discussion

Pancreatic cancer is a lethal disease that has failed to be therapeutically controlled, despite enormous research and clinical efforts. Recent studies utilizing mouse models have revealed that adult duct cells expressing *Hnf1b* or *Sox9* can serve as the cell of origin to PDAC if the cells are subjected to activating *Kras* mutations and inactivating mutations in TP53 (deletion or *Tp53* ^*R172H*^) (Bailey *et al*., 2016a; Lee *et al*., 2018). Another PDAC progression model suggests that the disease can originate from acinar cells harboring an oncogenic *Kras* mutation (Collins *et al*., 2012, 2014; Habbe *et al*., 2008; Kopp *et al*., 2012; Krah *et al*., 2015; Shi *et al*., 2009, 2013). Interestingly, despite both duct and acinar cells involved in disease initiation, the cell of origin can differentially affect tumor development schemes (Bailey *et al*., 2016a; Lee *et al*., 2018). Nonetheless, the well‐described acinar → PDAC progression model provides opportunities to develop new strategies to interrupt key processes along the entire disease spectrum and reverse the malignant properties of PDAC cells. Indeed, work from the Pasca di Magliano Lab (Collins *et al*., 2012, 2014) has shown that precancerous PDAC lesions exhibit plasticity and can be reverted back to healthy pancreatic acinar tissue upon loss of oncogenic KRAS signaling. These studies have provided a key insight into possibilities for reprogramming PDAC cells.

A complementary approach to reversing KRAS signaling in PDAC cells is to manipulate transcriptional networks to drive cells toward a nontumorigenic phenotype. Acinar cells have been particularly amenable to reprogramming as these cells convert to duct‐like cells during ADM and PDAC development through a SOX9‐dependent network (Kopp *et al*., 2012). This phenomenon is driven in part by upregulation of ERBB2 expression and elevated ERBB signaling (Grimont *et al*., 2014). Additionally, acinar cells convert to insulin‐expressing β‐cells when the transcription factors NGN3, PDX1, and MAFA are exogenously expressed (Zhou *et al*., 2008). A similar reprogramming phenomenon has been observed in PDAC cells engineered to express elevated levels of the bHLH factor E47 (Kim *et al*., 2015). Increased E47 shifts the bHLH:ID axis in these cells, ultimately activating acinar cell properties and decreasing tumorigenic characteristics, providing one of the first reports that PDAC cells are susceptible to alterations in their transcription networks. In this study, we tested whether other bHLH transcription factors could be instrumental in driving PDAC cells toward their acinar origin and subsequently decrease cancer‐associated properties. We chose to focus on two key pancreas bHLH factors (MIST1 and PTF1a) because (i) MIST1 and PTF1a are silenced in KRAS‐expressing acinar cells, (ii) their silencing promotes the progression of precancerous lesions (Krah *et al*., 2015; Shi *et al*., 2009), and (iii) forced expression of MIST1 in the context of KRAS signaling mitigates the effects of silencing the endogenous alleles on PDAC formation (Shi *et al*., 2013), suggesting that these bHLH factors function as tumor suppressors. Notably, both PTF1a and MIST1 are essential for the acinar gene network where PTF1a drives an acinar transcription system and expression of digestive enzyme genes while MIST1 regulates genes essential to acinar cell–cell communication, calcium flux, and acinar cell secretion (Beres *et al*., 2006; Direnzo *et al*., 2012; Garside *et al*., 2010; Hess *et al*., 2016; Jiang *et al*., 2016; Krah *et al*., 2015; Pin *et al*., 2001)

An important outcome from our study was that KRAS^G12D^, p53^R273H^, CDKN2A/p16^KO^ PDAC cells (Panc‐1) retain the capacity to activate the acinar gene program following forced expression of PTF1a or MIST1. Indeed, PDAC cells induced to express PTF1a or MIST1 promoted acinar‐specific gene expression. For example, induced expression of PTF1a activated a previously silent acinar transcription network that included triggering expression of the key transcription factor genes *NR5a2, GATA6, PDX1,* and *MIST1*, which subsequently led to elevated expression of acinar‐specific digestive hydrolase genes *PRSS1, PRSS2, CPA1, CPA2, CELA3b,* and *AMY2a*. Interestingly, although PTF1a activity in human PDAC cells induced expression of acinar transcription factors to 20–40% the levels found in normal, intact human pancreata, PTF1a was inefficient in inducing comparable levels of digestive enzyme genes (e.g., *PRSS1*). Many of the PTF1a‐induced transcription factors (NR5a2, GATA6, PDX1) are known to mark and be critical to pancreatic progenitor cells (Zhou *et al*., 2008). Thus, it remains possible that PTF1a primarily activates an early developmental program in PDAC cells which may help the cells achieve a more mature acinar phenotype. Similar results were obtained with induced MIST1 where a large number of MIST1 target genes, including *RAB3D, RAB26, SEC61b, SEC62,* and *SEC63*, were expressed in PDAC cells. Consistent with inducing a differentiated phenotype, MIST1 and PTF1a also activated genes that are normally repressed in cancer, including *NR5a2*,* SGK1*,* XBP1*,* SEC61b*,* DMPK*,* RBP1*, and *CLDN10* (Grützmann *et al*., 2005). However, in all cases PTF1a was more potent in decreasing cancer‐associated gene expression when compared to MIST1‐induced profiles, suggesting that PTF1a has a greater global impact in driving cells toward a quiescent, acinar‐specific phenotype. These findings are consistent with a number of studies showing that PTF1a functions as a transcriptional master regulator while MIST1 serves as a scaling factor, primarily augmenting gene expression patterns (Capoccia *et al*., 2013; Hess *et al*., 2016; Jiang *et al*., 2016; Krapp *et al*., 1996, 1998; Mills and Taghert, 2012). Thus, progenitor cell and acinar genes within PDAC cells remained accessible to activation by PTF1a and MIST1, revealing that PDAC cells are not irreversibly locked into an undifferentiated cancer cell state.

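In Tet-PTF1a, NR5A2, XBP1, SGK1, CLDN10 and DMPK were induced DEGs over all genes tested and adjusted over the list alone. XBP1 (chromosome 22, 29190548 to 29196560) and SGK1 (chromosome 6, 134490384 to 134639196) rose by 0.96 and 0.94, CLDN10 by 0.34 and DMPK by 0.17 on the log2 scale. SEC61B rose by 0.08 with an FDR of 0.0732 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it passed the limit when adjusted over the list alone and with library size in place of TMM (FDR 0.00829). In Tet-MIST1, DMPK (log2 fold change 0.62) and SEC61B were induced DEGs. CLDN10 (chromosome 13, 96085853 to 96232010) was repressed, from 9.29 ± 0.239 to 7.97 ± 0.0443 CPM (SD, n = 4), a log2 fold change of -0.22 (FDR 0.0186 in the same test). Its FDR was 0.0720 without Control replicate 3 and 0.0728 with the replicate number as a block. XBP1, higher in every Dox library than in every Control library, and NR5A2 were not DEGs. SGK1 fell by 0.23 with an FDR of 0.0633 in the same test. SGK1 was lower in every Dox library than in every Control library, and it passed the limit when adjusted over the list alone, without Dox replicate 1 (FDR 0.00692), with DESeq2 (0.0475), with library size in place of TMM (0.0470) and with edgeR's exact and likelihood ratio tests (0.0361 and 0.0353). As a list the genes that the paper names had a median change of 0.97 in log2 CPM in Tet-PTF1a (camera, adjusted p = 3.02e-04) and 0.11 in Tet-MIST1 (adjusted p = 0.136). With fry the latter was 0.00118, and with an estimated inter-gene correlation the former was 0.0558. The paper names these genes for being activated by the factors, so the list was not chosen independently of these data. Its p-values are therefore no separate evidence of induction.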

The phenomenon of MIST1 and PTF1a to reprogram the PDAC transcriptome was not restricted to Panc‐1 cells as similar results were obtained when human BxPC‐3 PDAC cells and mouse KPC PDAC cells were engineered to express induced MIST1 and PTF1a. This was an intriguing finding given that each cell line harbors unique oncogene and tumor suppressor gene mutations. Additionally, although Panc‐1 and BxPC‐3 cells are thought to be derived from duct cells, the KPC line was derived from acinar cells. Our results are particularly interesting given the recent discovery that human PDAC tumors can be classified into four different molecular subtypes (squamous; pancreatic progenitor; immunogenic; and aberrantly differentiated endocrine exocrine tumors) (Bailey *et al*., 2016b). Thus, despite potential differences in the molecular evolution and signature of PDAC subtypes, strategies to alter transcription networks may still be effective in most PDAC examples.

One of the more striking phenotypes associated with PTF1a expression in PDAC cells was the consistent decrease in CSCs and CSC properties. It is well established that pancreatic CSCs initiate and propagate PDAC tumor formation and are a major contributor to drug and radiotherapy resistance (Li *et al*., 2007; Vaz *et al*., 2014; Westphalen *et al*., 2016). Interestingly, PTF1a expression produced a marked reduction in expression of a number of CSC genes including transcript decreases in *CD24*,* CD44*,* CD44v6*,* ALDH1a3*, and *EPCAM*. Indeed, PTF1a induction generated a threefold reduction in CD44+/CD24+ CSCs as well as a threefold reduction in soft agar colony formation. The decrease in CSC numbers was also associated with 30% reductions in orthotopic tumor burden when mice injected with Tet‐PTF1a Panc‐1 cells were provided Dox. Thus, activating/inducing PTF1a in PDAC tumor cells may provide a new therapeutic venue to decrease PDAC progression by lowering CSC properties.

Given that CSCs are resistant to therapeutics, we also examined whether PTF1a expression sensitized cells to gemcitabine treatment, a standard therapy for patients with pancreatic cancer (Heinemann *et al*., 2000; Kumar Jena *et al*., 2012). PTF1a expression produced marked reductions in expression of a large family of ABC efflux transporters, suggesting that gemcitabine cannot be actively pumped out of PDAC cells that express PTF1a. Indeed, gemcitabine flux was significantly altered upon activation of PTF1a, resulting in a 17‐fold enhancement in gemcitabine efficacy when tested *in vitro*. A similar increase in efficacy was observed in pancreatic orthotopic tumor assays where PDAC cells expressing PTF1a exhibited significantly greater sensitivity to gemcitabine compared to controls. To our knowledge, these are the first studies to show that rescuing PTF1a expression in the context in PDAC cells provides a reduction in CSCs and increased sensitivity to gemcitabine treatment.

The ability to reprogram cells with key transcription factors has evolved rapidly since the pioneering studies of Takahashi and Yamanaka in generating iPS cells from adult somatic cells (Takahashi and Yamanaka, 2006). And although strategies to convert iPS cells into many different differentiated cell types are now commonplace (Shi *et al*., 2017), there has been limited progress in shifting transcription networks to restore normal cell properties to cancer cells. Many of the remaining obstacles concern reversing multiple mutations that exist in a heterogeneous tumor cell population (Bailey *et al*., 2016b). Nonetheless, we now show that (i) loci normally silent in PDAC cells can be reactivated when key transcription factors are present, (ii) activation of acinar gene expression profiles can have a profound effect on CSC properties, and (iii) induction of PTF1a leads to decreases in ABC efflux transporters, ultimately producing higher efficacy potential of antitumor therapeutics. Future challenges will be to develop strategies to activate expression of master regulator genes directly in tumor cells. Because *PTF1a* and *MIST1* loci are hypermethylated in PDAC cells (B. Marshall, B. Jakubison & S. F. Konieczny, unpublished data), our next direction will be to activate endogenous *MIST1*/*PTF1a* gene expression by reversing the methylated status of these loci. Technologies such as modified CRISPR targeting (e.g., dCas9‐SunTag; CRISPR/Cas9 TGA) to demethylate CpG islands at the *MIST1* and *PTF1a* regulatory regions could have a significant impact on PDAC and progenitor and acinar cell transcription networks, possibly leading to reduced aggressiveness of the disease (Liao *et al*., 2017; Morita *et al*., 2016). Additional studies investigating expression of other acinar transcription factors such as GATA6 and NR5a2 will also be of importance as each is essential to the acinar differentiation program and each suppresses KRAS‐mediated ADM/preneoplastic transformation (von Figura *et al*., 2014; Flandez *et al*., 2014; Martinelli *et al*., 2016). These and other efforts will provide additional insights regarding the early stages of PDAC development and facilitate the advancement of novel strategies to successfully treat the disease.

## 5 Conclusions

In this study, we asked whether induced expression of acinar transcription factors in PDAC tumor cells could partially activate the acinar gene program and at the same time reduce tumor cell properties. Both MIST and PTF1a induced target genes that are normally associated with differentiated acinar cells. Additionally, induction of PTF1a in PDAC influenced cancer‐associated properties, leading to decreases in cell proliferation, CSC numbers, and repression of ABC efflux transporters resulting in heightened sensitivity to gemcitabine. These results suggest that manipulation of the PDAC transcriptome offers promising opportunities to develop novel therapeutic intervention strategies for this deadly disease.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

BLJ, PGS, SM, and YY designed, performed, and analyzed experiments; HG and YL assisted with bioinformatics; KS and PI‐A provided cellular reagents and advice; and BLJ, PGS, and SFK wrote the manuscript.

## Supporting information

**Doc. S1.** Differentially expressed gene promoter *de novo* motif analysis. Click here for additional data file.

**doc** **. S2.** IPA cancer‐associated molecules. Click here for additional data file.

**Fig. S1.** Generation of the Tet‐inducible cell lines.
**Fig. S2.** Comparison of Tet‐MIST1‐ and Tet‐PTF1a‐induced targets with human pancreas samples.
**Fig. S3.** BxPC‐3 and KPC cells engineered to express Tet‐MIST1 and Tet‐PTF1a.
**Fig. S4.** PTF1a and MIST1 differentially expressed promoter motif enrichment and ChIP‐Seq intersect.
**Fig. S5.** KEGG pathway analysis of the Tet‐PTF1a and Tet‐MIST1 RNA‐Seq.
**Table S1.** Antibodies.
**Table S2.** Mouse and human RT‐qPCR primers. Click here for additional data file.

# Supplementary material for: Induced PTF1a expression in pancreatic ductal adenocarcinoma cells activates acinar gene networks, reduces tumorigenic properties, and sensitizes cells to gemcitabine treatment
**Source:** Mol Oncol. 2018 May 21;12(7):1104–24. doi: 10.1002/1878-0261.12314
**Supplement:** Supplementary file 1 — Doc. S1. Differentially expressed gene promoter de novo motif analysis.

# PROMOTER MOTIFS

## TET-PTF1A INDUCED DEG PROMOTER MOTIFS

| Rank | Motif                                                                               | P-value | % of Targets | % of Background | Best Match/Details                                  |
|------|-------------------------------------------------------------------------------------|---------|--------------|-----------------|-----------------------------------------------------|
| 1    | 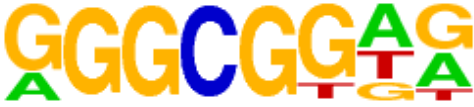   | 1e-127  | 81.35%       | 61.69%          | POL003.1_GC-box/Jaspar(0.845)                       |
| 2    | 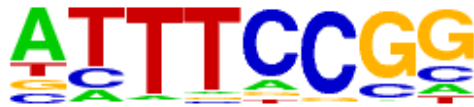   | 1e-80   | 64.70%       | 47.90%          | Elk4(ETS)/Hela-Elk4-ChIP-Seq(GSE31477)/Homer(0.941) |
| 3    | 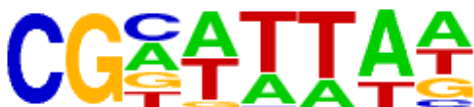   | 1e-60   | 60.54%       | 46.04%          | PH0126.1_Obox6/Jaspar(0.679)                        |
| 4    | 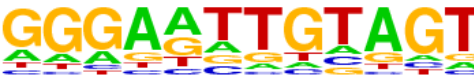   | 1e-58   | 7.37%        | 2.12%           | GFY(?)/Promoter/Homer(0.985)                        |
| 5    |    | 1e-53   | 31.40%       | 19.84%          | NFY(CCAAT)/Promoter/Homer(0.957)                    |
| 6    |  | 1e-46   | 64.45%       | 51.85%          | Atf1/MA0604.1/Jaspar(0.768)                         |
| 7    |  | 1e-44   | 59.86%       | 47.46%          | NRF(NRF)/Promoter/Homer(0.912)                      |
| 8    | 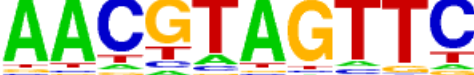 | 1e-29   | 18.40%       | 11.46%          | PB0161.1_Rxra_2/Jaspar(0.605)                       |
| 9    | 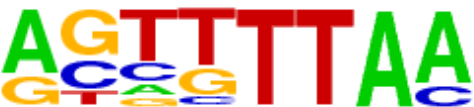 | 1e-25   | 59.61%       | 50.26%          | PB0109.1_Bbx_2/Jaspar(0.741)                        |
| 10   | 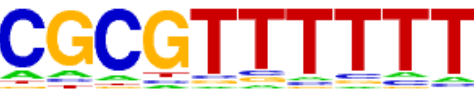 | 1e-22   | 33.05%       | 25.17%          | PB0192.1_Tcfap2e_2/Jaspar(0.669)                    |

# TET-PTF1A REPRESSED DEG PROMOTER MOTIFS

| Rank | Motif                                                                               | P-value | % of Targets | % of Background | Best Match/Details                                  |
|------|-------------------------------------------------------------------------------------|---------|--------------|-----------------|-----------------------------------------------------|
| 1    |    | 1e-92   | 63.06%       | 45.35%          | POL003.1_GC-box/Jaspar(0.939)                       |
| 2    |    | 1e-49   | 19.41%       | 10.60%          | NFY(CCAAT)/Promoter/Homer(0.960)                    |
| 3    | 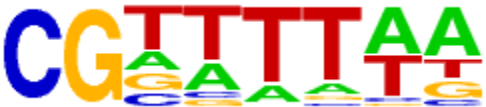   | 1e-48   | 61.94%       | 49.18%          | PH0044.1_Homez/Jaspar(0.713)                        |
| 4    | 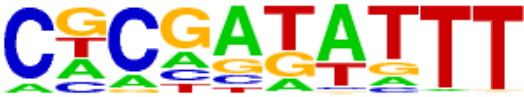   | 1e-28   | 40.66%       | 31.51%          | PH0023.1_Dlx4/Jaspar(0.643)                         |
| 5    | 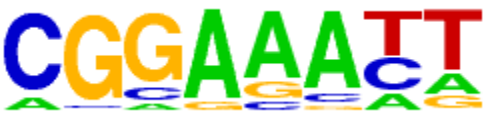   | 1e-25   | 38.00%       | 29.47%          | Elk4(ETS)/Hela-Elk4-ChIP-Seq(GSE31477)/Homer(0.857) |
| 6    | 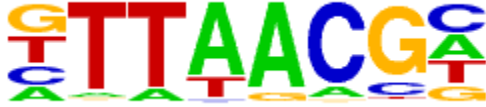  | 1e-24   | 50.11%       | 41.20%          | MYBL1/MA0776.1/Jaspar(0.816)                        |
| 7    | 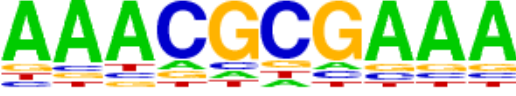 | 1e-20   | 51.23%       | 43.06%          | IRF2/MA0051.1/Jaspar(0.668)                         |
| 8    | 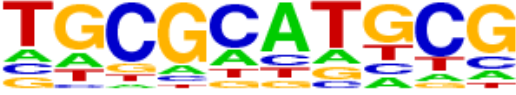 | 1e-19   | 23.71%       | 17.36%          | NRF(NRF)/Promoter/Homer(0.906)                      |
| 9    |  | 1e-17   | 11.11%       | 7.02%           | E-box(bHLH)/Promoter/Homer(0.946)                   |
| 10   | 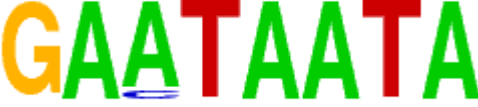 | 1e-16   | 87.53%       | 82.15%          | MF0010.1_Homeobox_class/Jaspar(0.754)               |

# TET-MIST1 INDUCED DEG PROMOTER MOTIFS

| Rank | Motif                                                                               | P-value | % of Targets | % of Background | Best Match/Details                   |
|------|-------------------------------------------------------------------------------------|---------|--------------|-----------------|--------------------------------------|
| 1    | 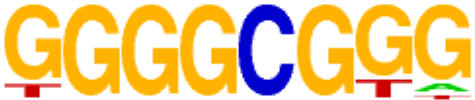   | 1e-32   | 74.33%       | 49.38%          | PB0110.1_Bcl6b_2/<br>Jaspar(0.904)   |
| 2    |    | 1e-25   | 25.85%       | 10.06%          | NFY(CCAAT)/Promoter/<br>Homer(0.884) |
| 3    |    | 1e-16   | 10.95%       | 3.12%           | GFY(?)/Promoter/<br>Homer(0.976)     |
| 4    |    | 1e-12   | 1.62%        | 0.03%           | Dux/MA0611.1/<br>Jaspar(0.774)       |
| 5 *  |    | 1e-11   | 9.16%        | 3.04%           | PB0194.1_Zbtb12_2/<br>Jaspar(0.651)  |
| 6 *  |    | 1e-10   | 2.33%        | 0.16%           | PB0145.1_Mafb_2/<br>Jaspar(0.689)    |
| 7 *  |   | 1e-10   | 3.23%        | 0.38%           | EGR3/MA0732.1/<br>Jaspar(0.715)      |
| 8 *  |  | 1e-10   | 2.15%        | 0.13%           | CREB1/MA0018.2/<br>Jaspar(0.644)     |
| 9 *  | 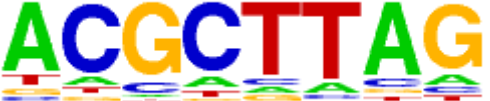 | 1e-10   | 42.01%       | 28.77%          | Nr2e3/MA0164.1/<br>Jaspar(0.673)     |
| 10 * | 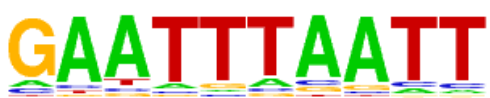 | 1e-10   | 17.59%       | 8.69%           | PROP1/MA0715.1/<br>Jaspar(0.778)     |

\*Possible False Positive

# TET-MIST1 REPRESSED DEG PROMOTER MOTIFS

| Rank | Motif                                                                               | P-value | % of Targets | % of Background | Best Match/Details                                           |
|------|-------------------------------------------------------------------------------------|---------|--------------|-----------------|--------------------------------------------------------------|
| 1    | 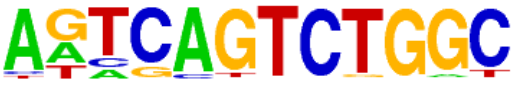   | 1e-14   | 4.71%        | 0.19%           | Smad2(MAD)/ES-SMAD2-ChIP-Seq(GSE29422)/Homer(0.753)          |
| 2    |    | 1e-12   | 11.45%       | 2.41%           | PB0119.1_Foxa2_2/Jaspar(0.691)                               |
| 3    | 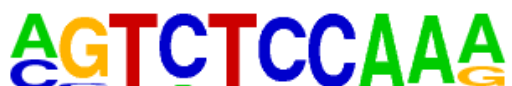   | 1e-12   | 10.44%       | 2.02%           | PB0160.1_Rfxdc2_2/Jaspar(0.740)                              |
| 4 *  | 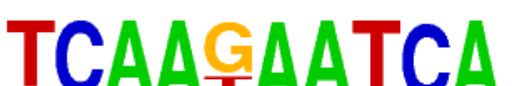   | 1e-11   | 7.74%        | 1.18%           | Pdx1(Homeobox)/Islet-Pdx1-ChIP-Seq(SRA008281)/Homer(0.727)   |
| 5 *  |    | 1e-11   | 5.72%        | 0.57%           | PB0091.1_Zbtb3_1/Jaspar(0.674)                               |
| 6 *  |    | 1e-11   | 2.69%        | 0.05%           | Smad2(MAD)/ES-SMAD2-ChIP-Seq(GSE29422)/Homer(0.589)          |
| 7 *  | 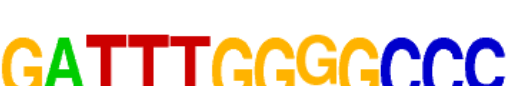 | 1e-11   | 4.04%        | 0.23%           | ZNF692(Zf)/HEK293-ZNF692.GFP-ChIP-Seq(GSE58341)/Homer(0.708) |
| 8 *  | 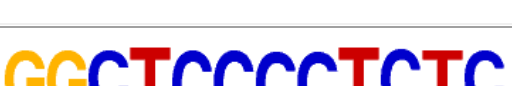 | 1e-11   | 7.41%        | 1.14%           | MZF1/MA0056.1/Jaspar(0.667)                                  |
| 9 *  |  | 1e-10   | 4.04%        | 0.24%           | Nr2e3/MA0164.1/Jaspar(0.660)                                 |
| 10 * |  | 1e-10   | 8.42%        | 1.62%           | SP2/MA0516.1/Jaspar(0.723)                                   |

\*Possible False Positive

How the deposited data were processed for this re-analysis (not part of the article)

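Polyadenylated RNA of Panc-1 cells that carried the empty Tet-One plasmid, Tet-MIST1 or Tet-PTF1a was sequenced, in 4 Control and 4 Dox libraries of each line, 24 libraries in all. Conditions and replicate numbers were taken from the sample labels and the paper. The authors aligned the reads to hg19 and deposited the count of reads per gene without normalization. The authors also deposited CPM values that they computed with a scaled library size, so that a library need not sum to the same total, and their own edgeR comparison of Dox with Control in each line, as a log2 fold change, a p-value and an FDR per gene. The paper's text names edgeR and an FDR limit of 0.05 and does not name the edgeR test, the counting tool, its annotation or its use of strand. The tables listed 13879 genes in Tet-One, 13879 in Tet-MIST1 and 14053 in Tet-PTF1a, after the authors' filter, and 13506 genes were in all 3 tables. In each table 20 gene names had been turned into dates and these were left as they stood. No other column of values per sample was present.

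From the deposited counts, Dox was compared with Control within each line by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM factors, robust estimation and the Benjamini-Hochberg adjustment. Genes above 0.5 CPM in at least 4 of the 8 libraries were tested, and genes with FDR under 0.05 were called DEGs. Log2 fold changes of genes are edgeR's, with a prior count of 2. CPM means and SDs are over CPM values computed here from the counts of the tested genes and the TMM factors. The authors' deposited CPM values were not used for them. For a gene with at most 3 counts in every library of a group, the fold change is given as a lower bound computed against 3 counts. The difference between the responses of 2 lines was tested as an interaction of line and Dox, over the 16 libraries of both lines. Replicates were compared in 36 pairs by a chi-square test of their counts, and no pair differed by less than the sampling noise (chi-square per degree of freedom from 1.39 to 238), so that each library was counted as 1 replicate.

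Lists of genes were tested with camera of limma 3.58.1, two-sided, on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01. The median change of a list is that of the differences in mean log2 CPM. The alternative fry tests whether the genes of a list changed, without comparison with the other genes, and so asks another question than camera. The lists were the CSC markers, ABC efflux transporters, gemcitabine importers, MIST1 targets, acinar transcription factors, digestive enzymes and genes repressed in cancer that the paper names, and lists of digestive enzymes and acinar secretory products, UPR, protein export, ER protein processing, proliferation, interferon-stimulated, mitochondrially encoded, mitochondrial stress response, Notch pathway and neural PTF1A target genes written from general knowledge. Of these, 13 lists were tested in each line, and the adjusted p-values are over the 39 pairs of list and line. Lists with fewer than 5 genes tested were left out, except that the digestive enzymes and acinar secretory products were tested with 3 or 4 genes, a choice made after the number of genes was known and before the p-value was.

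Promoters were read from the GRCh37 sequence at the authors' coordinates, and motifs were compared between induced and repressed DEGs by Fisher's exact test. Of the 14426 genes in any table, 155 listed on more than one chromosome or strand were left out, and for all of the other 14271 the union of the listed exons had the listed length. Of 13052 genes with the same name in the annotation used for comparison, 99.9% overlapped it on the same strand.

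The named genes are those on the lists that the paper names, the human loci of both induced factors, and the 5 induced and 5 repressed DEGs with the largest changes in Tet-MIST1 and in Tet-PTF1a among those with a mean above 1 CPM whose Dox libraries all lay on one side of all Control libraries. Tet-One DEGs were also to be named if few. A gene on the list of genes repressed in cancer is not reported here by itself. This rule, the tests, the lists and most alternatives were set before the data were examined. The alternatives were the exact and likelihood ratio tests of edgeR, the Wald test of DESeq2 1.42.0, library size or upper quartile scaling in place of TMM, no filter on low counts, at least 10 counts in every library, the replicate number as a block, all 24 libraries in one fit, a limit of 1 on the absolute log2 fold change, a prior count of 0.125, fry, an estimated inter-gene correlation, a promoter of 500 bases before the start, and each library left out in turn. A joint fit of the Tet-MIST1 and Tet-One libraries, fits after the trend with exon length and GC content was removed from each library, and an E box alone in the shorter promoters were added after the data were seen.

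The procedures were tested on simulated counts with 200 genes changed by 1 on the log2 scale and a coefficient of variation of 6.5% between libraries, against 14.4% in the Tet-One, 6.58% in the Tet-MIST1 and 2.80% in the Tet-PTF1a libraries. The quasi-likelihood test recovered 99% of them among 13395 genes in Tet-One, 98.5% among 13601 in Tet-MIST1 and 96.5% among 13966 in Tet-PTF1a, with 8, 10 and 7 false calls of 206, 207 and 200, and the interaction test of Tet-MIST1 against Tet-One recovered 94.5% among 13871 genes, with 15 false calls of 204. With no gene changed, both called 0 genes. With 200 genes changed by 0.25 on the log2 scale, the quasi-likelihood test recovered 34.5% among 13396 genes, 40% among 13588 and 27.5% among 13983 in the 3 lines in that order, and the interaction test recovered 5.5% among 13870. The test of lists recovered a UPR list raised by 0.3 on the log2 scale and called 0 of the 7 lists that share no gene with it. It also called the 5 lists that share genes with it, in which no other gene was raised. Genes were simulated independently of each other, so this does not show how the test of lists acts on correlated genes. Total counts per library are given beside the experiment in the text. Tet-PTF1a libraries were less deep, and genes near 0.5 CPM rest on few counts there, which limits the precision of their fold changes. The GSEA, KEGG and IPA gene sets of the paper, its ChIP-Seq comparison and its motif matrices were not analysed here.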

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

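The tests of exon length as a part of a difference, of lower depth and of a few abundant genes were chosen only after the result was seen, and so were the limits by which each test was read.

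The Tet-One Dox replicate 1 library lay far from the other 3 Tet-One Dox libraries. Its TMM factor was 0.931, against 1.01 in each of the others, its deviations from the others had an SD of 0.571 on the log2 scale, and its 100 most abundant genes took 23.0% of its counts, against 19.0% to 19.1%. Lower depth is argued against, since its total of 41648040 counts was the highest of the group (35863825 to 38094934 in the others). A few abundant genes are argued against as the source, since the SD outside the 100 most abundant genes was 0.570. GC content as the whole cause is argued against by an SD of 0.565 after its trend was removed, and exon length as the whole cause by an SD of 0.377, while replicates 2 to 4 stayed at or under 0.0979. Length may account for a part, since the deviations fell with exon length across genes (Spearman's rho -0.771; genes are not independent replicates) and the SD fell when the trend was removed. All 4 libraries had the same treatment, so the design gives no biological explanation and none was tested.

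The Tet-MIST1 Dox replicate 1 library deviated from its group in a similar way. Across 10569 genes its deviations correlated with those of Tet-One Dox replicate 1 at 0.926, and at 0.845 after the trends with length and GC content were removed. For replicates 2, 3 and 4 the correlations between these lines were 0.0994, 0.509 and -0.333. Tet-PTF1a Dox replicate 1 did not share this deviation, with a correlation of -0.0644 with Tet-One Dox replicate 1 across 10677 genes and of -0.0470 with Tet-MIST1 Dox replicate 1 across 10721 genes. The SD of its deviations was 0.0921, against 0.0877 to 0.0999 in the other Tet-PTF1a Dox libraries. A technical difference shared by the Tet-One and Tet-MIST1 Dox replicate 1 libraries and another property of these 2 cultures cannot be told apart, since the labels give no batch and each of these 2 lines holds 1 such library.

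A total of 188 groups of 4 values were examined, and in 15 of them 1 library stood apart from the others, against 9.4 by chance. The TMM factor of Tet-PTF1a Control replicate 1 was 0.986, against 0.988 in the others, which is a small difference. In Tet-MIST1 these were the CPM values of RAB3D in Dox replicate 1 (58.3), DNAJC1 in Dox replicate 2 (21.3), SGK1 in Control replicate 1 (19.0) and CRYM in Control replicate 3 (0.543). In Tet-PTF1a they were those of ABCC3 in Dox replicate 3 (13.2), SEC63 in Dox replicate 1 (227), XBP1 in Control replicate 1 (61.6), LXN in Control replicate 3 (132), PTF1A in Control replicate 3 (0), SLCO2B1 in Control replicate 2 (0.168) and CHRNA1 in Control replicate 4 (0.0262). The last 3 rest on at most 3 counts. No explanation, technical or biological, was tested for single values.

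Tested directly against Tet-One, 231 genes responded differently to Dox in Tet-MIST1 and 1738 in Tet-PTF1a. Of 30 assignments of Dox within the lines, the real one and random draws, 1 gave as many genes in each case, the real one. The draws shuffled Dox within both lines, which also removes any effect of Dox that the lines share. They stand for no effect of Dox, not for equal responses, and so do not decide whether the lines differ. The numbers depend on Tet-One Dox replicate 1, without which they were 1930 and 4146, and the number for Tet-MIST1 was 144 without its Control replicate 1 or 3 and 145 without its Control replicate 4. The lines also differ in clone, in their tables' filters and, for Tet-PTF1a, in depth. A biological difference between the induced factors stays open.

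For 4 named genes every Dox library moved one way in Tet-MIST1 and the opposite way in Tet-PTF1a. The log2 fold changes were -0.25 and 0.18 for ABCC5, -0.22 and 0.34 for CLDN10, 1.47 and -0.28 for RAB3D, and -0.23 and 0.94 for SGK1. These differences between the lines were not tested, and neither were explanations for them.

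Some lists passed FDR 0.05 in camera in lines for which the paper does not report on them. The interferon-stimulated list had a median change of -0.27 in Tet-PTF1a, with 29 of 36 genes lower (adjusted p = 3.36e-04). It passed with fry (1.47e-06) and did not with an estimated inter-gene correlation (0.0722). In Tet-MIST1 its median was 0.11, with 26 of 36 genes higher (adjusted p = 0.00155), and the call was lost with fry (0.0511), with an estimated correlation (0.389) and without Dox replicate 2 (0.0716, with a median of 0.06). The Notch pathway list had a median of 0.18 in Tet-PTF1a, with 18 of 21 genes higher (adjusted p = 3.95e-05), and it passed with fry (3.70e-08), with an estimated correlation (0.0336) and after the trends with length and GC content were removed (3.80e-06). Other technical explanations were not tested for these lists, and a biological one, the induced factor, stays open as untested.

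The mitochondrial stress response list had a median of 0.11 in Tet-MIST1, with 17 of 19 genes higher (adjusted p = 0.0318), which was 0.0667 with fry, 0.476 with an estimated correlation, 0.141 after the trends with length and GC content were removed and, with 1 library left out, 0.0861 without Control replicate 1, 0.0560 without Dox replicate 1 and 0.0517 without Dox replicate 4. In Tet-One its median was -0.13, with 13 of 19 genes lower (adjusted p = 0.0329), which was 0.604 with fry and 0.536 with an estimated correlation. It did not pass without Control replicate 1 (0.341) or 3 (0.0664) or without Dox replicate 2 (0.0972), 3 (0.479) or 4 (0.158), and it was 1.17e-04 without Dox replicate 1. The UPR list had a median of -0.11 in Tet-One, with 35 of 51 genes lower (adjusted p = 1.01e-04), which was 0.0848 with fry and 0.182 with an estimated correlation. Without Tet-One Dox replicate 1, 45 of the 51 were lower (median -0.08, adjusted p = 7.51e-09), and over the 8 fits that left out 1 library the adjusted p ran from that value to 0.00655. The list shares 6 genes with the mitochondrial stress response list. Tet-One cells carry the empty plasmid, so their Dox and Control libraries do test a response to Dox itself. For the UPR list that comparison passed in camera in each of the 8 fits, and it did not pass with fry or with an estimated correlation. A response to Dox itself therefore stays open, and technical explanations beyond these alternatives were not tested.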

How the results depend on the processing

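The joint fits of the Tet-MIST1 and Tet-One libraries, the removal of the trends with exon length and GC content, and the count of an E box alone in the shorter promoters were chosen after the results were seen. Where no cause is named below, the cause was not tested.

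Tet-One had 0 DEGs in every fit to all of its libraries set beforehand (401 genes at an unadjusted p under 0.05 as reported), and from 0 to 1 over the 8 fits that left out 1 library, with 1 without Tet-One Dox replicate 1. The joint fit gave 9 (7 induced, 2 repressed), and 31 (15 and 16) without Tet-One Dox replicate 1. Tet-MIST1 had 2812 DEGs and from 2721 to 3446 with other tests, scalings and filters, and 4151 after the trends with length and GC content were removed, of which 1950 were induced and 2201 repressed, against 1617 and 1195 as reported. It had 1703 (1061 and 642) with all 24 libraries in one fit, 55 with a limit of 1 on the absolute log2 fold change, 853 (566 and 287) in the joint fit and 4101 in that fit without Tet-One Dox replicate 1. Leaving out 1 library gave from 1436 to 3770, with 1460, 1771 and 1436 without Control replicates 1, 2 and 3. Tet-PTF1a had 6775 DEGs, from 5788 to 7090 with other tests, scalings and filters, 3128 (1443 and 1685) with all 24 libraries and 501 with the fold limit, and from 6109 to 6456 with 1 library left out. With library size in place of TMM, 4392 were induced and 2698 repressed, 61.9% against 49.4% induced, while the median of all genes moved to 0.04. After the trends with length and GC content were removed, 3583 were induced and 3423 repressed, against 3344 and 3431 as reported. Of the 35 splits of the 8 libraries into groups of 4, 1, the real one, gave as many DEGs as Dox against Control in Tet-MIST1 and in Tet-PTF1a. In Tet-One the real split had 0 DEGs, so any split gives at least as many and the count of such splits (35 of 35) decides nothing. The ratio of Tet-PTF1a to Tet-MIST1 DEGs was 2.41, from 1.80 to 2.61 with other tests, scalings and filters, 1.84 with all 24 libraries in one fit and 9.11 with the fold limit. It was from 1.80 to 4.72 with 1 library left out (4.64, 3.83 and 4.72 without Tet-MIST1 Control replicates 1, 2 and 3), 7.82 with the joint fit for Tet-MIST1 and edgeR's exact test for Tet-PTF1a, and 1.63 when that joint fit left out Tet-One Dox replicate 1.

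Genes induced in both lines numbered 434, 196 with all 24 libraries and 162 in the joint fit, and from 265 to 531 with 1 library left out (272 and 265 without Tet-MIST1 Control replicates 1 and 3). Genes repressed in both numbered 394, 186 with all 24 libraries and 97 in the joint fit, and from 176 to 576 (176, 255 and 179 without Tet-MIST1 Control replicates 1, 2 and 3, and 260 without its Dox replicate 3). The number of genes that responded differently in Tet-MIST1 and Tet-One was 231, 499 (356 and 143) with DESeq2, and from 144 to 1930 (144 without Tet-MIST1 Control replicate 1 or 3, 145 without Control replicate 4, 1930 without Tet-One Dox replicate 1). For Tet-PTF1a it was 1738 (746 with a larger and 992 with a smaller change), 1751 (947 and 804) with library size, and from 1393 to 4146 (4146 without Tet-One Dox replicate 1). The number of CSC markers reduced in Tet-PTF1a was 7, or 6 with all 24 libraries, and 7 with each library left out.

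The replicate numbers do not pair the libraries. The correlations of same-numbered Control and Dox libraries, as deviations from their group means, were -0.109, -0.0197, 0.180 and -0.244 in Tet-One, -0.240, -0.142, -0.00312 and -0.143 in Tet-MIST1, and -0.0181, -0.0152, -0.0151 and 0.0319 in Tet-PTF1a, so 0 lines had all of them above 0.1. With the replicate number as a block, there were 1463 DEGs (962 and 501) in Tet-MIST1, 264 genes induced in both lines, 184 repressed in both and 83 (82 and 1) that responded differently in Tet-MIST1 and Tet-One. The log2 fold change of DCLK1 in Tet-PTF1a was 0.042 with the block. In Tet-MIST1 the calls of ABCC4, ABCC5, CLDN10 and KIAA0754 were lost with the block (adjusted p 0.0792, 0.0720, 0.0728 and 0.0653). Tet-PTF1a had 6706 DEGs with the block, 4.58 times the number in Tet-MIST1.

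The unadjusted p-value of camera for the UPR list in Tet-MIST1 was 4.29e-05, from 1.03e-05 to 1.21e-04 with 1 library left out, 2.35e-05 with fry and 0.0122 with an estimated inter-gene correlation, and 1 of the 35 splits gave as small a value. For the digestive enzymes and acinar secretory products it was 0.137 in Tet-PTF1a, from 0.111 (without Control replicate 2) to 0.819 (without Dox replicate 4), with 3 genes tested in the fits without a Dox library and 4 in the others, and 3.37e-06 with fry, and 6 of the 35 splits gave as small a value. In Tet-MIST1 it was 0.502, from 0.172 (without Dox replicate 2) to 0.547, and 29 of the 35 splits gave as small a value. Of the other lists, 13 results passed FDR 0.05, 16 with fry, 15 with library size, 17 after the trends with length and GC content were removed, and 3 with an estimated correlation, which were MIST1 targets in Tet-MIST1 and ER protein processing and Notch pathway in Tet-PTF1a. With 1 library left out there were from 11 (without Tet-MIST1 Dox replicate 4) to 20 (without Tet-One Dox replicate 1).

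The odds ratio of the E box with TC box in Tet-PTF1a promoters was 2.25, and it was 1.22 for the E box alone and 1.45 for genes not called against repressed DEGs, neither past the limit in Fisher's exact test. The count of the E box alone can hardly part the sets, since 97.9% of induced and 97.4% of repressed promoters held one. With promoters of 500 bases before the start its odds ratio was 1.15 and passed the limit (exact p = 0.0488). For CAGCTG in Tet-MIST1 it was 1.48, and 1.1 for genes not called against repressed DEGs. For CATCTG it was 1.15, and it passed the limit with promoters of 500 bases before the start (1.31).

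Results that changed direction were mostly near 0. In Tet-One these were the lists of ABC efflux transporters (adjusted p 0.194 after the trends with length and GC content were removed; 0.00284 without Dox replicate 1, and from there to 0.882 without Control replicate 1), MIST1 targets (from 0.188 without Dox replicate 1 to 1.00 without Control replicate 1), genes repressed in cancer (from 0.123 without Control replicate 3 to 0.693 without Dox replicate 1), protein export (0.791 after the trends were removed; from 1.01e-04 without Dox replicate 1 to 0.899 without Control replicate 4) and Notch pathway (0.955 after the trends were removed), and in Tet-MIST1 the CSC markers with fry (0.609). In Tet-MIST1 the log2 fold changes with 1 library left out ran from -0.12 to 0.052 for ABCG2 and from -0.055 to 0.056 for ABCC3 (both highest without Dox replicate 1), from -0.065 (without Control replicate 1) to 0.12 for ABCC6, from -0.051 to 0.0025 (without Dox replicate 2) for SLC29A1, from -0.090 (without Control replicate 3) to 0.091 for NR5A2 and from -0.037 (without Control replicate 4) to 0.028 for PDX1, which changed by -0.0067 with library size. DCLK1 in Tet-PTF1a ran from -0.10 to 0.068 (without Control replicate 1), and changed by 0.0088 with DESeq2 and 0.026 with library size.

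Of 82 results for named genes, 79 kept direction and call with DESeq2, 72 with library size, 82 with a smaller prior count, and 72 of 72 with at least 10 counts in every library. With the replicate number as a block, 77 kept both, 4 lost a call and 1 changed direction. Of 36 list results, 24 kept both with fry (7 others gained and 4 lost a call, and 1 changed direction), 26 with an estimated correlation (10 lost a call) and 34 with library size. PTF1A, SLCO2B1, CHRNA1, PRSS1, BHLHA15 and WISP2 were tested in 4 of the 8 Tet-PTF1a fits that left out 1 library. They were above the CPM minimum in the 4 libraries of one group and in none of the other, and with 1 of those left out, 3 were left and the filter asks for 4.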

Differences from the paper's values

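For Tet-One, the paper reports 9 DEGs and 0 were found here. None of the 18 alternatives set before the data were examined came within 1.5 times the paper's number, and they gave from 0 to 1. A joint fit of the Tet-MIST1 and Tet-One libraries with edgeR's exact test, which was chosen after seeing the values, gave 9. For Tet-MIST1, the paper reports 874 DEGs, against 2812 here. The 18 alternatives set before the data were examined gave from 55 to 3770 and none came within 1.5 times the paper's number, while the joint fit, chosen after seeing the values, gave 853. The paper gives the number in Tet-PTF1a as 7 times that in Tet-MIST1, against 2.41 times here. Of 26 alternatives set before the data were examined, 2 came within 1.5 times that ratio, a limit of 1 on the absolute log2 fold change with 9.11 and the fit without Tet-MIST1 Control replicate 3 with 4.72, and the others gave from 1.80 to 4.64. With the joint fit for Tet-MIST1 and edgeR's exact test for Tet-PTF1a, chosen after seeing the values, the ratio was 7.82.

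The paper reports 167 genes induced in both lines, against 434 here. Of 25 alternatives set before the data were examined, 1 came within 1.5 times that number, all 24 libraries in one fit, with 196 genes. The joint fit, chosen after seeing the values, gave 162. The paper shows about 100 genes repressed in both lines in Fig. 3D, read by eye, against 394 here. None of the 25 alternatives came within 1.5 times (from 176 to 576), and the joint fit, chosen after seeing the values, gave 97.

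For PRSS1 in Tet-PTF1a, the paper's supplement gives a log2 fold change of 5.65, against 4.59 here. Of 6 alternatives set before the data were examined, 2 were within the error of the paper's value, DESeq2 with 5.75 and a smaller prior count with 5.65, and the others were not.

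Some directions also differ. The paper shows proliferation genes as repressed in both lines (Fig. 4D). The proliferation list used here holds other genes, and it was higher in Tet-MIST1 (median change 0.05, adjusted p = 0.0184, and 0.0861 without Dox replicate 4) and lower in Tet-PTF1a without passing (median change -0.05, adjusted p = 0.0966 in limma's camera), where it passed with fry (0.0149). The paper states of MIST1 and PTF1a together that they activated the genes NR5A2, SGK1, XBP1, SEC61B, DMPK and CLDN10, among others. It does not say there which factor activated which gene, so it makes no claim for each line. By RT-qPCR it reports that MIST1 had no effect on NR5A2. In Tet-MIST1, CLDN10 was a repressed DEG (log2 fold change -0.22, with an adjusted p of 0.0720 from edgeR's quasi-likelihood test without Control replicate 3). The CLDN10 call was also lost with the replicate number as a block (adjusted p = 0.0728). In the authors' deposited edgeR comparison CLDN10 was not called in Tet-MIST1 (FDR 0.128). SGK1 was lower in every Dox library (-0.23) without being called, and was called as lower with DESeq2, with library size in place of TMM and without Dox replicate 1 (adjusted p 0.0475, 0.0470 and 0.00692), with edgeR's exact and likelihood ratio tests (0.0361 and 0.0353), and in the joint fit without Tet-One Dox replicate 1 (0.0226), which was chosen after seeing the values. XBP1 was higher in every Dox library than in every Control library (0.11, adjusted p = 0.136 from edgeR's quasi-likelihood test), and it was not called in any of the fits, including those that left out 1 library. NR5A2 (0.02) was not called in any of them either, and its groups overlapped. In Tet-PTF1a, SEC61B was not called by edgeR's quasi-likelihood test (adjusted p = 0.0732), and it was with library size in place of TMM (0.00829) and, in a setting chosen after seeing the values, after the trends with length and GC content were removed (0.00149).

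The paper states that MIST1 had little or no effect on CSC markers, whereas ALDH1A3 (-0.29) and DCLK1 (0.63) were DEGs here.

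The remaining statements rest on RT-qPCR, a different assay. The paper states that PTF1a had no effect on RAB3D, which was lower here (log2 fold change -0.28). It states that MIST1 altered none of the ABC efflux transporters, and ABCC4 (-0.19) and ABCC5 (-0.25) were DEGs in Tet-MIST1 here. These calls were lost with library size in place of TMM (adjusted p = 0.0542 and 0.0531 in edgeR's quasi-likelihood test). They were also lost with the replicate number as a block (0.0792 and 0.0720), and each was a DEG in 2 of the 8 fits that left out 1 library. The authors' deposited edgeR comparison of Tet-MIST1 did not call ABCC4 or ABCC5 (FDR 0.350 and 0.330). The paper reports ABCB1 as undetected and no transporter as higher in Tet-PTF1a, and here ABCB1 (0.48) and ABCC5 (0.18) were higher.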

Other observations

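The joint fit of the Tet-MIST1 and Tet-One libraries was chosen only after the numbers of DEGs were seen, and so was the rule for how near the authors' number counts as close. KIRREL2, NPHS1, MACF1 and ZBED6 were singled out after their values were seen.

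More Tet-MIST1 DEGs were found here than in the authors' deposited table, which holds 874. As a hypothesis, the authors may have estimated the spread between replicates together with the Tet-One libraries. With the 16 libraries in one fit there were 853 Tet-MIST1 DEGs, of which 848 are among the 874, and 9 Tet-One DEGs, which are the 9 of the authors' deposited table. Without Tet-One Dox replicate 1 the joint fit gave 4101. The Tet-MIST1 and Tet-One tables list the same number of genes, 13879. The paper does not state which libraries were fitted together, and the hypothesis was found and tested on the same data.

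Of the authors' DEGs, 866 of 874 in Tet-MIST1 and 6568 of 6688 in Tet-PTF1a were called here too, and 0 of 9 in Tet-One, by the authors' deposited table. The part of Doc. S2 read here, which leaves out 535 of its lines, gave 312 genes for Tet-MIST1 and 1998 for Tet-PTF1a. Of those, 306 and 1971 matched a gene tested here, and all 306 and 1971 had the same direction. No test of the set was made on this partial copy.

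The paper measured several genes by RT-qPCR, and the RNA-Seq counts give these values for them. All 7 MIST1 targets of Fig. 2B were induced DEGs in Tet-MIST1, with a median change of 0.38 in log2 CPM (camera, adjusted p = 8.87e-08). The 7 were induced both over all genes tested and adjusted over the list alone. RAB3D had the log2 fold change 1.47 and RAB26 2.09. In Tet-PTF1a 5 of the 7 were higher (median 0.08, adjusted p = 0.462) and 1 was an induced and 2 were repressed DEGs, of which SEC63 was called in 6 of the 8 fits that left out 1 library and not with all 24 libraries in one fit (adjusted p = 0.422 in edgeR's quasi-likelihood test). These calls depended on the scaling. With library size in place of TMM, 5 were induced and 1 was repressed, since RAB26, SEC61B, SEC62 and DNAJC1 were called as higher (adjusted p 0.0248, 0.00829, 0.00340 and 0.0245 in the same test) and SEC63 was not called (0.301). DNAJC1 was also called without Dox replicate 2 (0.0461), and RAB26 and SEC61B were called after the trends with length and GC content were removed (0.0158 and 0.00149), a setting chosen after the data were seen. In Tet-One 5 of the 7 were higher (median 0.07, adjusted p = 0.876). Of the 6 digestive enzymes of Fig. 2D, PRSS1 was tested in Tet-PTF1a and 0 were tested in Tet-MIST1 and Tet-One. In Tet-PTF1a, ABCC3 (log2 fold change -2.13), ABCG2 (-0.99), ABCC1 (-0.40) and ABCC4 (-0.33) were lower, while ABCC6 (-0.33, adjusted p = 0.112 from edgeR's quasi-likelihood test) and ABCC2 (-0.37, adjusted p = 0.199) did not pass. Without Control replicate 1, ABCC2 did (-0.62, adjusted p = 0.0218), and without Control replicate 4 its log2 fold change was -0.02 (adjusted p = 0.952). SLC29A1, which encodes ENT1 and was the gemcitabine importer tested, rose by 0.28 on the log2 scale.

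KIRREL2 (chromosome 19 of hg19, 36347810 to 36358048, plus strand) rose in Tet-PTF1a from 9.85 to 115 CPM, a log2 fold change of 3.56 (adjusted p = 2.82e-49 from edgeR's quasi-likelihood test), and its neighbour NPHS1 (36316274 to 36342895, minus strand) from 0.955 to 16.0 CPM, a log2 fold change of 4.03. In Tet-MIST1 KIRREL2 fell by 0.33 on the log2 scale (adjusted p = 7.89e-04), and in Tet-One it changed by -0.02 and NPHS1 by -0.79, neither of them a DEG. The difference between the lines was not tested for these genes, and no technical explanation was tested.

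KIAA0754 lies within MACF1 (chromosome 1, 39549839 to 39952810, plus strand), which changed by -0.42 in Tet-MIST1 (adjusted p = 0.0295 from edgeR's quasi-likelihood test) and by 1.03 in Tet-PTF1a. ZBED6 had 2.42 CPM in Tet-One Dox replicate 1 and from 34.1 to 38.1 CPM in the other Tet-One Dox libraries.

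The remaining results of the lists, from camera, are these. The UPR list in Tet-PTF1a had a median change of 0.11, with 36 of 51 genes higher (adjusted p = 0.00169, and 0.329 with an estimated inter-gene correlation). The neural PTF1A targets had a median of 0.24 in Tet-PTF1a (6 of 9 genes higher, adjusted p = 0.121; 1.01e-06 with fry), of -0.06 in Tet-MIST1 (adjusted p = 0.242; 0.0267 with fry) and of 0.07 in Tet-One (adjusted p = 0.186; 0.0201 after the trends with length and GC content were removed). The Notch pathway list had a median of -0.11 in Tet-MIST1 (adjusted p = 0.0877; 0.0492 without Control replicate 2 and 0.0417 without Dox replicate 2) and of 0.02 in Tet-One (adjusted p = 0.439; 0.0238 with a median of 0.08 without Dox replicate 1). The mitochondrial stress response list had a median of -0.14 in Tet-PTF1a (adjusted p = 0.0966), and the interferon-stimulated list of -0.08 in Tet-One (adjusted p = 0.0670; 0.0263 without Control replicate 4, 0.0445 without Dox replicate 1 and 0.0234 after those trends were removed). In Tet-One the proliferation list had a median of 0.04 (adjusted p = 0.106; 0.0334 without Control replicate 4 and 0.0319 without Dox replicate 4), the CSC markers of 0.04 (adjusted p = 0.462), and ER protein processing of -0.01 (adjusted p = 0.185; 0.00103 without Dox replicate 1). Of the 13 mitochondrially encoded genes, 0 were among the genes tested.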
